# From a cell model to a fish trial: Immunomodulatory effects of heat-killed Lactiplantibacillus *plantarum* as a functional ingredient in aquafeeds for salmonids

**DOI:** 10.3389/fimmu.2023.1125702

**Published:** 2023-03-13

**Authors:** Sérgio Domingos Cardoso Rocha, Peng Lei, Byron Morales-Lange, Liv Torunn Mydland, Margareth Øverland

**Keywords:** HK L-137, heat-killed lactobacillus plantarum L-137, paraprobiotics, RTgutGC, Atlantic salmon, immune-related biomarkers, microbiota, aquaculture

## Abstract

Paraprobiotics (dead/inactivated probiotics) are promising candidates in functional feeds to promote growth performance, modulate intestinal microbiota and enhance immune response of fish. During industrial production, fish are exposed to several stressful conditions such as handling, sub-optimal nutrition and diseases that can lead to reduced growth, increased mortalities and large economical losses. Such problems can be mitigated by use of functional feeds, leading to more-sustainable aquaculture and improved animal welfare. *Lactiplantibacillus plantarum* strain L-137 is a common bacterium found in fermented Southeast Asian dish made from fish and rice. The benefits of its heat-killed form (HK L-137) related to growth performance and immunomodulation have been studied in farmed fish such as Nile Tilapia (*Oreochromis niloticus*), striped catfish (*Pangasianodon hypophthalmus*) and bighead catfish *(Clarias macrocephalus*). To study if such benefits can also be observed in salmonids, we worked both at *in vitro* level using an intestinal epithelium cell line from rainbow trout (*Oncorhynchus mykiss*; RTgutGC) stimulated with HK L-137 (Feed LP20™) and at *in vivo* level with pre-smolt Atlantic salmon (*Salmo salar*) fed HK L-137 at different inclusion levels (20, 100 and 500 mg of Feed LP20™ kg^-1^ feed). In RTgutGC, the results showed that the barrier function of the cell monolayer was strengthened along with an increased production of IL-1β and a decreased production of Anxa1, indicating a modulation of the immune response. Interestingly, a similar trend was detected at the *in vivo* level in distal intestine from fish fed the highest inclusion level of HK L-137. Here, a lower production of Anxa1 was also detected (after a 61-day feeding period) in addition to an increase of total plasma IgM in the same group. Furthermore, the RNA-seq analysis showed that HK L-137 was able to modulate the gene expression of pathways related to molecular function, biological process and cellular component in distal intestine, without compromising fish performance and gut microbiota. Taken together, our study has shown that HK L-137 can modulate physiological response of Atlantic salmon, making fish more robust against stressful conditions during production.

## 1 Introduction

The rapid development of aquaculture in recent decades can significantly contribute to meet global demand for animal-derived protein (1). However, the aquaculture industry faces considerable economic losses during the grow-out period due to smolts of low quality combined with exposure to multi-stressor conditions such as stress due to handling, sea water transportation, delousing, poor water quality and exposure to pathogens, leading to diseases and high mortality (2). A cost-effective way to prevent such losses is the use of functional feeds with immunomodulatory properties during freshwater phase to promote a more resilient fish. The intestine is an interesting target for this type of approach, since the mucosa-associated lymphoid tissue (MALT) in this organ (GALT) can coordinate both local and systemic immune responses (e.g., inflammation, antigen presentation process, T cell polarization, production of effector molecules and cytokines), which modulate the fish’s response to a challenge (3–5). In addition, intestinal microbiota, due to its modulatory capacity, could be the link between diet, immune system and host health (6).

*Lactiplantibacillus plantarum* (previously known as *Lactobacillus plantarum*), specifically the strain L-137, is found in fermented Southeast Asian dish made from fish and rice (7, 8). This Gram-positive bacterium is a lactic acid producing bacteria that contains lipoteichoic acid on its cell wall surface which can be recognized by pattern recognition receptors in the host cells (9–11). Human trials have shown an array of benefits, such as reduced incidence of upper respiratory tract infections, improved immune function, lipid metabolism, intestinal barrier function and general quality of life (12–15). Moreover, *in vitro* and *in vivo* studies in mice demonstrated that the heat-killed form of this strain (HK L-137) induces regulatory cytokines such as IFN-γ and IL-12

Functional feeds containing prebiotics and/or probiotics have great potential to improve growth performance and immunity along with fish health and welfare (16–19). Consequently, they can contribute to reduce mortality and increase sustainability of fish production. Paraprobiotics (dead/inactive probiotics) have also shown to be beneficial (20, 21). Because the bacteria is inactivated, feed storage is easier and the impact on the intestinal microbiota is more predictable compared to feed containing probiotics, as bacteria is unable to grow and dominate the microbial community (21). HK L-137 has a large potential in functional feeds. Its use has been associated with increased growth performance or immunomodulation in aquaculture species like giant freshwater prawn (*Macrobrachium rosenbergii*) (22), sea cucumber (*Apostichopus japonicus*) (23), red sea bream (*Pagrus major*) (24), Nile tilapia (*Oreochromis niloticus*) (25), striped catfish (*Pangasianodon hypophthalmus*) (26) and bighead catfish (*Clarias macrocephalus*) (27).

Bioactive properties of HK L-137 has been reported to be dose-dependent and species-specific (20, 22–27). Considering this, *in vitro* cell-based models are useful tools to study the immunomodulatory properties of a novel feed component. Such models can reduce the number of animal studies, have higher throughput and lower cost, can allow for adjustments and optimization of inclusion levels, exposure duration and as well as to assist in determining target tissues to sample before larger *in vivo* experiments.

In the present study, we aimed to evaluate the effect of paraprobiotic HK L-137 as a bioactive component in functional feed for Atlantic salmon. To study the possible immunomodulating effects of HK L-137, we performed an *in vitro* trial using a rainbow trout-derived intestinal epithelium cell line (RTgutGC) exposed to different concentrations of pre-digested HK L-137 to mimic *in vivo* gastro-intestinal digestion. Following the *in vitro* trial, an *in vivo* salmon feeding trial was performed with increasing doses of HK L-137. At both the *in vitro* and the *in vivo* level, HK L-137 was shown to act as an immunostimulant by modulating cytokines and effector molecules, suggesting a potential in functional feeds for salmonids, without compromising fish performance and gut microbiota. Further, the results demonstrated the benefits of performing *in vitro* studies first, to reduce animal experiments and improve animal welfare, when studying novel ingredients and additives. This approach creates a baseline for future work involving HK L-137 and other pro- and paraprobiotics, both *in vitro* and *in vivo*.

## 2 Materials and methods

### 2.1 Heat killed *L. plantarum* strain 137

The heat-killed strain of *L. plantarum* (HK L-137) was produced and provided by House Wellness Foods Corporation (Itami, Japan) in the commercial name of Feed LP20™ (20% HK L-137 and 80% tapioca dextrin in dried-weight basis). *L. plantarum* was heat-killed at 70° C for 10 minutes, with a final concentration in the dry product of 2×10^11^ CFU g^-1^ (8).

### 2.2 *In vitro* assays

As *in vitro* model, RTgutGC cell line derived from rainbow trout (*Oncorhynchus mykiss*) intestinal cells was used. Routine RTgutGC cell culture was based on the description by Kawano et al. (28) and detailed information about their maintenance is presented in Wang et al. (29).

#### 2.2.1 *In vitro* pre-digestion of HK L-137

To mimic the *in vivo* gastro-intestinal digestion, Feed LP20™ was pre-digested before exposing to cells in a two-step *in vitro* system. To 2 g of Feed LP20™, 9.6 mL pepsin-solution (pepsin 416.7 U mL^-1^ in 0.084 mM HCl, 35 mM NaCl, pH 2.0) and 0.4 mL chloramphenicol-solution (0.1% w v^-1^) were added in a 50 mL screw cap tube. The solution was incubated in a shaking water bath at 37°C for 2 hours. After incubation, 675 µL 1 M NaOH was added to inactivate pepsin activity and pH was adjusted to 7.8 by adding 10 mM PBS. The solution went through another incubation in a shaking water bath at 37°C for 1 hour to stabilize the temperature again. Later, 0.6 mL of an intestinal enzyme cocktail (trypsin 2100 U mL^-1^, chymotrypsin 100 U mL^-1^ and elastase 0.2 U mL^-1^ in 10 mM PBS pH 7.8), was added and incubated in the shaking water bath at 37°C for 6 hours. After digestion, the solution was immediately kept in boiling water for 5 minutes to deactivate the enzymes and total solution was freeze-dried. A stock solution was made with a resuspension in PBS at 20 mg mL^-1^ for later *in vitro* assays. All compounds and enzymes were supplied from Sigma-Aldrich, Germany.

#### 2.2.2 Assessment of cell viability

RTgutGC cells were exposed to a serial dilution of HK L-137. Briefly, in a 96-well plate (CLS3340-50EA, Merk), 1.5×10^5^ cells mL^-1^ were seeded out together with L15 culture medium (100 µL per well). When 85-90% confluency was achieved, four concentrations of HK L-137 (0, 1, 10, 20 and 40 µg mL^-1^) were dissolved in L15 medium and added to the cells. After 24 hours induction, the cells were washed with PBS twice, and 10 µL of AlamarBlue (DAL1025, Thermo Fisher) in 100 µL of L15 medium was added to the wells and incubated for 2 hours in dark at room temperature. Then, fluorescence signal at 540/610 nm was measured by SpectraMax microplate reader (Molecular Devices). The assay was performed three times with three technical replicates.

#### 2.2.3 TEER and permeability of the monolayer

As a quality measure of monolayer formation, transepithelial electrical resistance (TEER) was detected in RTgutGC cells grown on permeable membrane for 31 days (29, 30). Cells were exposed to 40 µg mL^-1^ of HK L-137 and TEER was measured after 6 and 24 hours by using an EVOM Volt Ohm Meter with STX1 electrode (World Precision Instruments, Germany). Thereafter, cells were washed with PBS twice and 30 µM of Lucifer yellow (L1177, Thermo Fisher) was added to the culture medium in the apical side of the membrane, followed by a two-hour incubation at 20°C. Lastly, 100 µL of each sample was collected from basolateral chamber and the fluorometric signal was read at 428/536 nm using SpectraMax microplate reader (Molecular Devices). The assay was performed three times with three technical replicates.

#### 2.2.4 Indirect ELISA

To detect protein production of specific biomarkers in RTgutGC cells related with HK L-137 exposure, cells were seeded at 1×10^6^ cells per well (6-well plates). When the cells reached 90% confluency, culture media were exchanged with 40 µg mL^-1^ of HK L-137 for 6 and 24 hours. Pro-inflammatory cytokine interleukin 1 beta (IL-1β), anti-inflammatory protein Annexin a1 (Anxa1) and tight junction protein E-cadherin (E-cad) were assessed through indirect ELISA. Total proteins of each sample (in RIPA lysis buffer: 89901, Thermo Fisher) were quantified using the BCA Protein Assay Kit (23225, Thermo Fisher) following the manufacturer’s instructions. Then, as described previously (31), each sample was diluted in bicarbonate buffer (60 mM NaHCO_3_ pH 9.6) and seeded in duplicate in a 96-well plate (Nunc, Thermo Fisher) at 50 ng µL^-1^ (100 µL) for overnight incubation at 4°C. Next, 200 µL of blocking solution (37587, Thermo Fisher) was incubated per well for 2 h at 37°C. Later, the plates were incubated for 90 min at 37°C with 100 µL of the first antibody (**Table 1**) and for 60 min at 37°C with a secondary antibody (100 µL) diluted 1:5000 (goat anti-mouse IgG-HRP, 31430, Thermo Fisher or mouse anti-rabbit IgG-HRP, sc-2357, Santa Cruz Biotechnology). The assay was performed three times with two technical replicates.

**Table 1:** Primary antibodies for indirect ELISA.

Marker	Source	Type	Dilution	Reference
IL-1β	Rabbit	Polyclonal	1:1000	Boltaña et al., 2018 (32)
Anxa1	Mouse	Polyclonal	1:500	**Supplementary Figure 3**
E-cad	Rabbit	Monoclonal	1:500	701134, ThermoFisher
IgM	Mouse	Monoclonal	1:500	FM-190AZ-5, Ango

IL-1β, Interleukin 1; beta, Anxa1, Annexin a1; E-cad, E-cadherin; IgM, Immunoglobulin M.

### 2.3 *In vivo* experiment

#### 2.3.1 Experimental diets

Five experimental diets were produced at NMBU Center for Feed Technology (Fôrtek, Ås, Norway). The diets consisted of a fish meal and plant-based commercial-like diet, without any growth-promoting feed additives. HK L-137 was supplied in the diets in four concentrations: 0 (control diet), 20, 100 and 500 mg of Feed LP20™ kg^-1^ feed (CD, LP20, LP100 and LP500, respectively). Moreover, a positive control diet (MG) with the addition of 2 g kg^-1^ of β-glucan (MacroGard^®^, Biorigin, Brazil) was also produced.

The diets were formulated to meet the nutrient requirements for high-performing pre-smolt under commercial conditions (33). The feed formulation is presented in **Tables 2**, **3**, respectively. Briefly, dry ingredients were thoroughly mixed in a professional small-scale commercial paddle mixer for four minutes. The mix was divided in five batches and then added the intended amounts of Feed LP20™ or β-glucan, and then the liquid ingredients. The mash was cold-pelleted into 2.5 mm of diameter by using P35A pasta extruder (Italgi, Italy). The pellets were dried in small experimental dryers at approximately 60°C until 8-10% humidity and stored at 4°C prior to feeding. Chemical analysis of the diet composition (ground at 0.5mm) was performed in duplicates by the LabTek group at the Department of Animal and Aquacultural Sciences, NMBU (**Table 3**). Dry matter, ash, crude protein, crude lipid, and amino acids were analyzed according to the methods described in the European Commission Regulation No 152/2009 (34). Starch was hydrolyzed with α-amylase and amyl glucosidase-enzymes to glucose, and the glucose concentration was determined spectrophotometrically (RX4041 Randox Daytona+, Randox Laboratories, Antrim, UK) as described by McCleary et al. (35). Gross energy content was determined using a PARR 6400 Automatic Isoperibol Calorimeter (Parr Instruments, Moline, Illinois, USA) according to ISO 9831 (36). Total P and Y contents were measured using a microwave plasma atomic emission spectrometer (MP-AES 4200, Agilent Technologies, USA) after combustion and acid decomposition in a Start D microwave digestion system (Milestone Srl, Italy).

**Table 2:** Diet formulation of experimental diets.

Ingredients	(g kg^-1^)
Fishmeal^a^	278.7
Soy protein concentrate^b^	177.0
Wheat gluten^c^	65.6
Pre-gelatinized potato starch^d^	98.4
Gelatin^e^	98.4
Fish Oil^f^	262.3
Monocalcium phosphate^g^	12.3
L-lysine^h^	1.2
DL-Methionine^i^	0.8
Choline chloride^j^	1.2
Vitamin/Mineral premix^k^	4.1
Yttrium oxide^m^	0.08

^a^LT fishmeal, Norsildmel, Egersund, Norway; ^b^Soybean meal, Denofa AS, Fredrikstad, Norway; ^c^Wheat gluten, Amilina AB, Panevezys, Lithuania; ^d^Lygel F 60, Lyckeby Culinar, Fjälkinge, Sweden; ^e^Rousselot 250 PS, Rousselot SAS, Courbevoie, France; ^f^NorSalmOil, Norsildmel, Egersund, Norway; ^g^Monocalcium phosphate, Bolifor MCP-F, Oslo, Norway Yara; ^h^L-Lysine CJ Biotech CO., Shenyang, China; ^i^Rhodimet NP99, Adisseo ASA, Antony, France; ^j^Choline chloride, 70% Vegetable, Indukern SA., Spain; ^k^Vit/min premix, NMBU Fish Premix Basic, Trouw Nutrition, LA Putten, The Netherlands. Per kg of feed: Vitamin A 2500 IU; Vitamin D2 1500 IU; Vitamin E (all-rac-alpha-tocopheryl acetate) 200 IU; Vitamin K3 (Menadione nicotinamide bisulfite) 10.05 mg; Vitamin B1 (Thiamine mononitrate) 15.0 mg; Vitamin B2 (Riboflavin) 25.0 mg; Calcium D-pantothenate 40.0 mg; Niacinamide 75.05 mg; Vitamin B6 (pyridoxine hydrochloride) 15.0 mg; Folic acid 5.0 mg; Vitamin B12 (cyanocobalamin) 25.0 mg; Vitamin C 125.0 mg; Biotin 275.0 mg; Calcium iodate, anhydrous, Iodine 30.0 mg; Manganese (II) oxide, Manganese 15.0 mg; Zinc oxide, Zinc 105.0 mg. Carrier: Calcium carbonate; ^m^Ytrium Oxide (Y_2_O_3_), Metal Rare earth Limited, Shenzhen, China.

**Table 3:** Analyzed chemical composition.

	CD	LP20	LP100	LP500	MG
Dry matter (%)	93.3	91.9	92.3	93.2	93.4
Crude protein (%)	45.7	45.0	45.1	45.1	45.3
Crude lipid (%)	23.8	24.3	21.6	21.7	24.1
Ash (%)	6.70	6.53	6.65	6.54	6.59
Starch (%)	10.9	10.3	10.3	10.5	10.5
Energy (MJ kg^-1^)	23.4	23.2	23.2	23.5	23.4
Total phosphorous (g kg^-1^)	11.7	11.4	11.4	11.4	11.5
Amino acids (g kg^-1^)					
Alanine	19.11	18.98	18.81	18.09	18.67
Arginine	24.80	24.85	25.28	23.85	24.83
Aspartic acid	36.04	33.35	33.97	33.60	34.40
Cysteine	4.00	3.82	3.99	3.78	3.86
Glutamic acid	77.61	76.29	77.16	75.91	77.73
Glycine	24.61	24.48	24.62	24.37	25.01
Histidine	9.77	9.07	8.93	9.13	9.08
Isoleucine	14.80	14.44	14.59	14.47	15.00
Leucine	26.36	25.76	25.94	25.04	25.77
Lysine	26.31	24.91	25.10	25.13	25.57
Methionine	8.17	7.70	7.74	7.26	8.02
Phenylalanine	17.27	16.59	16.56	15.03	16.31
Proline	25.46	24.64	25.12	25.56	22.72
Serine	17.33	16.22	16.20	15.51	16.36
Threonine	15.26	13.79	14.08	13.60	14.97
Tyrosine	9.60	10.37	10.44	10.37	10.74
Valine	14.02	13.62	13.49	13.64	13.76
Sum amino acids (g kg^-1^)	370.5	358.9	362.0	354.3	362.8

CD, control diet; LP20, LP100 and LP500, 20, 100 and 500 mg of Feed LP20™ kg^-1^; MG, positive control diet.

#### 2.3.2 Experimental design

The fish trial was conducted at the Center of Sustainable Aquaculture at the Norwegian University of Life Science (NMBU), Ås, Norway. The experimental procedures were performed in accordance with the national guidelines for the care and use of animals (The Norwegian Animal Welfare Act and the Norwegian Regulation and Animal Experimentation). A total of 825 Atlantic salmon (AquaGen Atlantic QLT-innOva SHIELD) were randomly distributed into 15 fiberglass tanks (300 L) with average biomass per tank of 1500 ± 2.7 g (55 fish per tank with average individual weight of 27.3 g). Fish were kept under continuous light and recirculated fresh water with a water supply of 8 L min^-1^ and average water temperature of 14.9°C. Dissolved oxygen levels were kept above 7.0 mg L^-1^ in the water outlet. Each experimental diet was supplied in triplicate tanks over a period of 61 days. Fish were fed *ad libitum* with 10% excess by electrically driven belt feeders once a day for 6h. The amount of feed in the feeders were adjusted daily based on the expected fish biomass in the tanks and the uneaten feed in each tank. Uneaten pellets were collected within one hour after feeding from the outlet water settling on a screen for each tank, according to a method described previously (37). Feed intake, biomass gain, feed conversion ratio and specific growth rate were calculated as described previously (38).

#### 2.3.3 Final sampling

At the end of the experimental period, 6 fish per tank were sampled at once, anesthetized by using tricaine methane sulfonate (MS-222, 50 mg L^−1^ water) and killed by a sharp blow to the head. The individual weight of sampled fish was registered and was added to the pooled weight of the remaining fish from each tank. Blood was collected with heparinized syringe from the dorsal vein. After centrifugation (3,000 x g for 10 min at 4°C), plasma was collected and stored at -80°C until further analysis.

Each fish was opened with a sterile scalpel, the intestine was removed and cleared of any mesenteric and adipose tissue. Then, distal intestine was open longitudinally. Digesta was scraped gently with plastic spatula into cryotubes, snap frozen in liquid nitrogen and stored at -80°C until further analysis. A proximal section of the distal intestine was rolled and fixed in 10% formalin (for histology analysis) and distal section was preserved in RNAlater, stored at 4°C for 24h and finally at -80°C until analysis.

#### 2.3.4 Detection of protein biomarkers

To detect immunological markers in distal intestine (IL-1β, Anxa1 and E-cad) and total IgM in plasma samples (n=9 per dietary group), an indirect ELISA was carried out, after quantifying the total proteins of each sample by the BCA method. Furthermore, for the detection of plasma specific IgM (39) against Feed LP20™, 50 ng µL^-1^ total protein extract of Feed LP20™ were seeded by duplicate in a 96-well plate. After overnight incubation and blocking, each fish plasma was incubated in duplicate at 70 ng µL^−1^ total IgM (100 µL) for 90 min at 37°C. Then, the ELISA protocol described above (section 2.2.4) was followed.

#### 2.3.5 Histological examination of distal intestine

Formalin-fixed distal intestine samples were treated with standard histological techniques (ethanol-xylene-paraffin embedding). Longitudinal sections of 6 µm in thickness were prepared. The sections were stained with hematoxylin and eosin. Images were captured using a DMLS light microscope (Leica Microsystems, Wetzlar, Germany) equipped with a Leica E3 digital imaging camera and LAS EZ v4.9 software. The measurement of 6-10 villi height per fish was done from the stratum compactum to the tip of the single fold by ImageJ software. Only finger-like single folds were measured and only one single fold per complex folds inter-space. Images were analyzed blindly and samples with poor quality or insufficient number of finger-like single folds were excluded.

#### 2.3.6 Extraction of DNA from samples

To evaluate the effect of the HK L-137 on intestinal microbiota, gene-based sequencing approach of the V3–V4 hypervariable regions of the bacterial 16S rRNA gene was performed. The total DNA of all digesta samples was extracted using QIAamp Fast DNA Stool Mini Kit (Qiagen, cat. #51604) according to the guidelines of the manufacturer as described previously (40). DNA from feed (with technical duplicate) and water from all the tanks was also extracted with the same methodology (40). To ensure the reliability of the present workflow, blank samples were included during both extraction and sequencing, as well as DNA from a positive control with a known microbial community (catalog no. D6300, Zymo- BIOMICS™). After purification of the PCR products with Agencourt AmPure XP beads (Beckman Coulter) and examination by 1% agarose gel electrophoresis, the 12 digesta samples with the most defined and strong bands within each dietary group were used for sequencing.

#### 2.3.7 Library preparation and 16S sequencing processing

The library preparation was performed according to the Illumina 16S Metagenomic Sequencing Library Preparation protocol. Library was loaded at 8 pM and sequenced on the Miseq System using the Miseq Reagent Kit v3, 600-cycle (Illumina). Further information and scripts are described elsewhere (40). Briefly, the analysis of sequenced data was done in R 4.1.0 (41) with DADA2 1.18.0 package (42) to generate amplicon sequence variants (ASVs) with 22nt overlap. The resulting ASVs were assigned with taxonomy reference database SILVA (v138.1) (43, 44). ASVs identified as chloroplast, mitochondria, cross-contamination and no phylum-level taxonomic assignment were removed. After clustering by using VSEARCH algorithm and curated with LULU (45), 1593 unique ASVs and 515 identified taxonomic groups were identified, from which, 71.1% at the genus level. Alpha- and beta-diversities were calculated according with previous literature (39, 40).

#### 2.3.8 Transcriptomics in distal intestine

Total RNA was extracted from 45 distal intestine samples (three per dietary group from triplicate tanks), using Qiazol Lysis Reagent (Qiagen, cat. #79306) recommended protocol, based on chloroform and isopropanol standard method. RNA was eluted in 30 µL and concentration and RIN was measured through Nanodrop (Nanodrop Technologies) and BioAnalyzer (Agilent), respectively. All samples satisfied the desired quality parameters, including RIN ≥ 8. Library preparation and RNA-seq were performed by NovoGene (Cambridge, UK), by using paired-end 150 bp sequencing strategy (Illumina NovaSeq platforms), with an average target of 26.6 million reads/sample.

### 2.4 Statistical analysis

Data analyses (means, standard deviation and multiple comparisons test) and graphical presentation of the results were done using GraphPad Prism 8.0.2. One-way ANOVA analysis was followed by pairwise comparison using Tukey’s test for multiple comparisons. When not following normal distribution (Shapiro-Wilk test), non-parametric Mann-Whitney test was used and when necessary, Student’s t-test (two-tailed) was used to determine significant differences between the different experimental diets and the control diet. All differences were considered significant at p < 0.05.

RNA-seq raw data analysis was performed as recently reported (46), by using nf-core rnaseq v3.3 (47) in Orion (NMBU- High-Performance Computing cluster). Cleaned reads were aligned to *Salmo salar* genome SSAL_v3.1 (GenBank assembly accession: GCA_905237065.2) and fragments mapping were counted using featureCounts (subread v1.5.1). Differentially expressed genes (DEGs) were estimated using SARTools R package (v1.7.3) when adjusted p-value (padj) was < 0.05. ShinyGO v0.76.3 (48) was used to perform the enrichment analysis and functional classification of DEGs (by KEGG database). Term categories (FDR < 0.05) were displayed and sorted by Fold Enrichment (minGSSize = 4).

## 3 Results

### 3.1 *In vitro* trial

After exposing RTgutGC cells to different doses of Feed LP20™ for 24 hours, we observed no difference in cell viability (**Figure 1A**), even for the higher exposure levels. RTgutGC monolayer showed no changes in the transepithelial electrical resistance (TEER) after 6- and 24-hours exposure to HK L-137 (**Figure 1B**). Nevertheless, a significantly decreased (p-value = 0.002) paracellular permeability was detected after 6-hours exposure to HK L-137 (**Figure 1C**).

**Figure 1:**
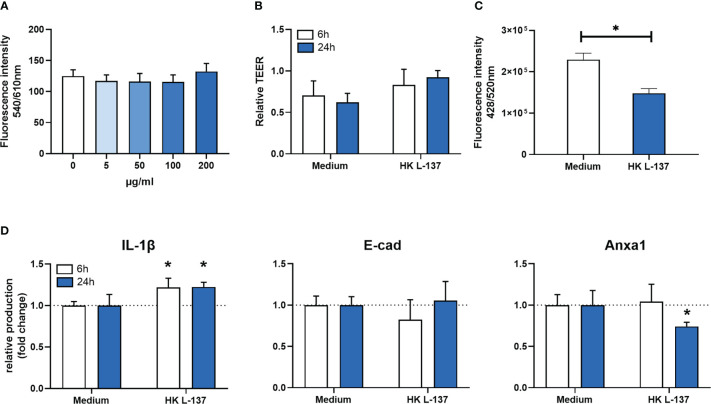
*In vitro* results with RTgutGC cell line after HK L-137 exposure. **(A)** cell viability after 24 hours of exposure to Feed LP20™ at differences concentrations. Data is presented as mean (SD) per dosage; **(B)** Relative transepithelial electrical resistance (TEER) in monolayer of RTgutGC cells with and without exposure to Feed LP20™ for 6 and 24 hours. Data is presented as mean (SD) per treatment and compared between time points. **(C)** Lucifer yellow permeability in monolayer of RTgutGC cells with and without exposure to Feed LP20™ for 6 hours. Data is presented as mean (SD) per treatment; **(D)** Indirect ELISA results from RTgutGC cell line after 6- and 24-hour treatment. Data is represented in fold change (n=3); **(A–D)** error bars represent the standard deviation (n=3). Asterisk (*) denote level of significance (*p-value < 0.05). IL-1β: Interleukin 1β; E-cad: E-cadherin; Anxa1: Annexin A1.

The detection of immune biomarkers (**Figure 1D**) showed that IL-1β production by RTgutGC was higher in cells exposed to HK L-137 after 6 (p-value = 0.011) and 24 hours (p-value = 0.021). At the same time, Anxa1 production was significantly lower, but only at the 24-hour time point (p-value = 0.031). Production of E-cad did not change significantly after HK L-137 exposure at any time point.

### 3.2 *In vivo* experiment

#### 3.2.1 Fish performance

No significant difference was found between dietary groups regarding feed intake, body weight gain, specific growth rate and feed conversion ratio, as presented in **Table 4**.

**Table 4:** Performance parameters.

	CD	LP20		LP100		LP500		MG	
Feed intake (g DM fish^-1^)	47.54 (± 2.80)	53.53 (± 5.76)		47.96 (± 5.79)		45.86 (± 1.52)		53.29 (± 4.32)	
Body weight gain (g fish^-1^)	57.66 (± 3.94)	>60.74 (± 2.31)		57.55 (± 6.87)		55.14 (± 3.24)		64.35 (± 5.61)	
Specific growth rate (%BW day^-1^)	1.802 (± 0.075)	1.861 (± 0.041)		1.797 (± 0.124)		1.753 (± 0.061)		1.921 (± 0.096)	
Feed conversion ratio	0.825 (± 0.012)	0.880 (± 0.063)		0.833 (± 0.014)		0.833 (± 0.022)		0.829 (± 0.017)

Results are presented as mean (± SEM). DM, dry matter; CD, control diet; LP20, LP100 and LP500, 20, 100 and 500 mg of Feed LP20™ kg^-1^; MG, positive control diet.

#### 3.2.2 Intestinal microbiota

Regarding digesta samples, more than 95% of all bacteria in digesta belong to the phyla *Proteobacteria*, *Firmicutes* and *Actinobacteriota* (**Figure 2A**). *Proteobacteria* and *Firmicutes* relative abundances did not differ from the control group, while *Actinobacteriota* abundance was significantly increased by the highest inclusion levels of HK L-137 (p-value < 0.0001 and p-value = 0.021, respectively, **Figure S1**). At lower taxonomic level, *Arenimonas, Limosilactobacillus, Psychrobacter* and *Mycobacterium* were the most abundant genera (**Figures 2B**, **S1**). Relative abundance of *Mycobacterium* was significantly different from the CD group (except in LP20 group), while higher inclusion of HK L-137 led to a lower relative abundance of the genera *Stenotrophomonas* and *Ligilactobacillus* (**Figure S1**).

**Figure 2:**
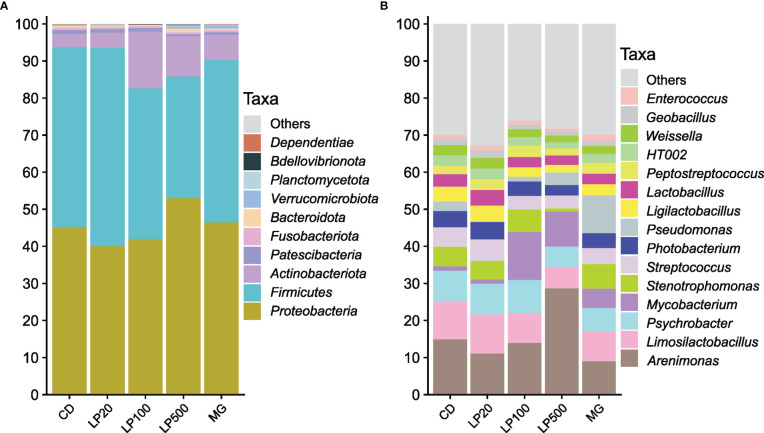
Relative abundance of the most abundant taxa in distal intestine digesta samples from fish fed experimental diets. Top 10 most abundant taxa at phylum **(A)** and top 15 most abundant taxa at genus or lower taxonomy level **(B)**; CD, control diet; LP20, LP100 and LP500: 20, 100 and 500 mg of Feed LP20™ kg^-1^, respectively; MG: positive control diet.

With a prevalence threshold of 80%, 53 ASVs were identified as core microbiota, with 28 of those shared by all experimental groups. Three ASVs, two classifieds as *Limosilactobacillus* and one as *HT002*, were identified as core ASVs in all the digesta samples.

When studying microbial diversity, alpha-diversity analysis (**Figure 3A**) showed that the control diet group (CD) was only significantly different from the positive control (MG) at the observed number AVSs (p-value = 0.015), indicating increased richness. Other indices, such as Shannon’s index (comprehending richness and evenness), Pielou’s evenness index and even Faith phylogenetic diversity index, had no significant differences between treatment groups and the control diet. Regarding beta-diversity, between-sample diversity, principal coordinate analyses (PCoA) of Phylogenetic Isometric Log-Ratio Transform (PhILR) transformed data with centroid distance explains 21.9% and 15.6% of the data. There was a considerable dispersion and the group with higher inclusion level, LP500, was the only one showing no overlap with the CD group, with the MG control group in between them (**Figure 3B**). Permutational multivariate analysis of variance (PERMANOVA) test indicates that there were differences between groups (p-value = 0.001), however, a pairwise comparison post-test only identified differences between the positive control (MG) and the remaining diets.

**Figure 3:**
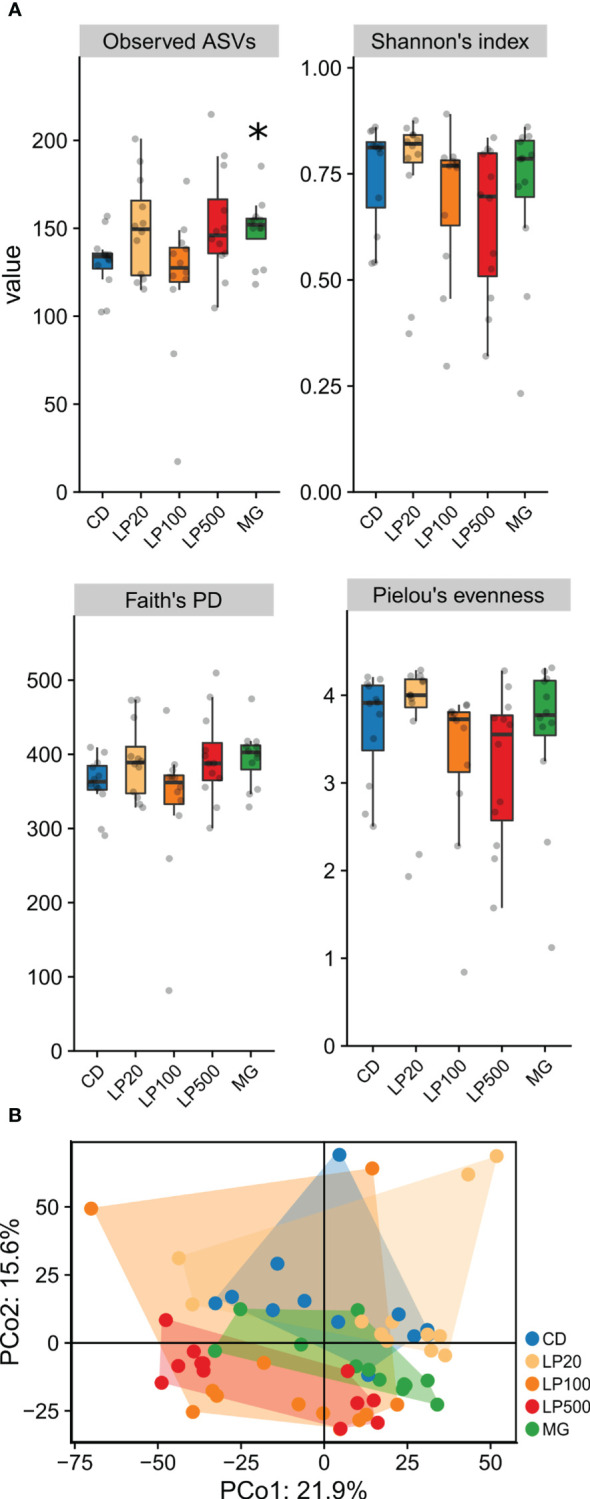
Microbial diversities of gut microbiota. **(A)** alpha-diversity represented in fours indices. Asterisk (*) denotate statistically significant differences when compared with control diet (*p* < 0.05) after Wilcox pairwise comparison (n=12). **(B)** beta-diversity represented as PCoA of PhILR transformed data (n=12). ASVs, amplicon sequence variants; PD, phylogenetic diversity; PCo, Principal component; CD, control diet; LP20, LP100 and LP500: 20, 100 and 500 mg of Feed LP20™ kg^-1^, respectively; MG, positive control diet.

### 3.3 Histology

Histological analyses showed no significant difference in single folds height between groups (**Figure S4**) or any signs of inflammation in the distal intestinal samples.

### 3.4 Transcriptomics

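RNA from the distal intestine of 45 Atlantic salmon was sequenced, 9 fish from each of 5 diets. The control diet (CD) had no additive. The LP20 diet had 20 mg, the LP100 diet 100 mg and the LP500 diet 500 mg per kg feed of Feed LP20™, the commercial form of heat-killed *L. plantarum* L-137 (HK L-137), and the positive control diet (MG) had 2 g kg-1 of β-glucan. The intestine was cleared of mesenteric and adipose tissue and opened, the digesta were scraped off, and the distal section was kept for RNA. The methods of the paper give extraction with Qiazol and a RNA integrity number of at least 8, whereas the sample records give extraction on RNeasy columns and a RNA integrity number of at least 7. Libraries were sequenced as read pairs on Illumina NovaSeq, with a target in the paper of 26.6 M reads per sample. The authors processed the reads with nf-core rnaseq v3.3, aligned them to the salmon genome assembly Ssal_v3.1 and counted read pairs (fragments) on Ensembl genes with featureCounts v1.5.1, in its setting for reverse-stranded libraries. The deposited values were raw fragment counts for 69389 genes, without normalization. The fragments counted on genes were between 11674716 and 22377591 per fish in CD (median 13034085), 9660750 and 16541068 in LP20 (median 14732211), 13752864 and 17435966 in LP100 (median 14634308), 11842626 and 16551621 in LP500 (median 14686013) and 11107214 and 17521984 in MG (median 14962235). The values given here use these counts and not the target.

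From the counts, differentially expressed genes (DEGs) were called with edgeR's quasi-likelihood test, with TMM library sizes and all 45 fish in 1 fit, at a Benjamini-Hochberg adjusted p under 0.05. Of the genes, 31729 passed edgeR's filter on low counts and were tested. The paper sampled 3 fish from each of 3 tanks per diet, and the sample labels hold 3 runs of 3 consecutive numbers per diet. The 15 runs start 6 numbers apart, which is what 15 tanks with 6 fish numbered in each would give, but neither source states that a run of labels is a tank, so the fish were taken as replicates and the label runs were used in alternatives. Gene symbols came from the RefSeq genes of the same assembly, matched by position alone, since the count tables give Ensembl identifiers only and the RefSeq table used gives no strand. This matched 30322 genes, 8775 of them with a symbol other than a LOC number, and 4728 RefSeq genes still found a match after their positions were shifted by 100000 bp, so a symbol is uncertain where the overlap is low. Counts of genes that overlap a gene on the other strand are also uncertain. In 117 pairs in which at least 0.8 of the exon length of a gene lay inside exons of a gene on the other strand, the inner gene had a median of 1.74 times the counts per base of the outer gene, although strand was used in the counting. No library was sequenced under 2 labels, as the smallest chi-square per gene over the 990 pairs of fish was 10.07, where sampling noise alone gives about 1, but this would not find separate libraries of the same fish.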

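In fish fed LP20, 0 genes were called against CD by edgeR's quasi-likelihood test (smallest Benjamini-Hochberg adjusted p = 0.0658), although 4086 had an unadjusted p under 0.05. DESeq2 with the default settings of SARTools, on all 45 fish, called 163 genes up-regulated and 20 down-regulated for LP20, and edgeR's likelihood ratio test called 112 and 17. In fish fed LP100, 1142 DEGs were up-regulated and 150 down-regulated, and in fish fed LP500, 2365 were up-regulated and 1020 down-regulated. DESeq2 on all 45 fish called 1789 and 279 for LP100 and 2969 and 1244 for LP500. On only the 18 fish of each comparison, an alternative chosen after the data were examined, DESeq2 called 648 genes up-regulated and 159 down-regulated for LP20, 2700 and 889 for LP100 and 2698 and 1035 for LP500. In edgeR, 1067 genes were called at both LP100 and LP500, but the 2 comparisons share the CD fish, which by itself makes their fold changes alike. When the order of the inclusion levels was fitted as a slope over the 36 fish of CD, LP20, LP100 and LP500, 2287 genes rose and 1054 fell with the level at an adjusted p under 0.05 in edgeR. Compared directly with each other, the levels did not differ by this test. Between LP100 and LP20, LP500 and LP100, and LP500 and LP20, edgeR called 0 genes each, with 2050, 3626 and 4296 genes at an unadjusted p under 0.05, whereas DESeq2 called 25, 62 and 207 and the fit on counts summed per label run 1, 1 and 0.

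With counts summed per label run, which leaves 3 sums per diet, edgeR called 0 genes in LP20 (4533 at an unadjusted p under 0.05), 12 up-regulated and 3 down-regulated in LP100 and 1584 and 570 in LP500. Without label run 1 of CD, edgeR called 0 genes in LP100 (5043 at an unadjusted p under 0.05) and 3 in LP500. With a per-fish value of marker genes, the smooth muscle list minus the enterocyte list, as a covariate, edgeR called 0 genes in LP20, LP100 and LP500, with 2174, 2191 and 2804 genes at an unadjusted p under 0.05. The number for LP100 also rested on single fish. With each of the fish of CD and LP100 left out in turn, an alternative chosen after the data were examined, between 0 and 1985 genes were up-regulated and between 0 and 432 down-regulated. There were 0 calls by edgeR (5622 at an unadjusted p under 0.05) without CD fish A003, which had the highest total count, and 1985 and 432 without LP100 fish A061. For LP500 the same gave between 1312 and 3103 up-regulated genes, the lowest without LP500 fish A013 and the highest without LP500 fish A015, and between 193 and 1610 down-regulated genes for the same fish. Without CD fish A073, 498 genes were up-regulated and 26 down-regulated in LP20.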

The transcriptomic analysis showed that increasing inclusion level of HK L-137 in the diets induced an increase in differentially expressed genes in the distal intestine. The comparison between experimental diets and control is summarized in **Table 5**.

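Genes to name were chosen by a rule set before the data were examined, as the 5 with the smallest adjusted p in each direction in LP500 that carried a symbol and lay on the same side of the CD mean in all 9 LP500 fish. The up-regulated genes were *mab21l2*, *parvaa*, *dipk1c*, *klhdc8b* and *ccdc166*. The smallest adjusted p was that of *mab21l2* (ENSSSAG00000110521), on the minus strand of chromosome 8 from 13125722 to 13129092, with 3.60 ± 2.28 counts normalized to CPM by TMM (SD, n = 9 fish) in LP500 and 0.702 ± 0.315 (SD, n = 9) in CD. Its log2 fold change was 2.34 (SE 0.35, adjusted p = 0.00117 from edgeR's quasi-likelihood test), and 8 LP500 fish were above every CD fish. The name of this gene rests on an overlap of 0.573 of the joint span with the RefSeq gene. *parvaa* (ENSSSAG00000066724), which encodes a parvin of focal adhesions and lies on the minus strand of chromosome 10 from 108413605 to 108436343, was at 0.848 ± 0.336 CPM (SD, n = 9) in LP500 and 0.194 ± 0.083 (SD, n = 9) in CD, with a log2 fold change of 2.08 (SE 0.36, edgeR adjusted p = 0.00518). Its value in MG was 0.515 ± 0.338 (SD, n = 9), between those in CD and LP500, with an adjusted p of 0.63 against CD in edgeR. For *dipk1c*, *klhdc8b* and *ccdc166* the log2 fold changes were 2.60, 1.72 and 1.54, each with an edgeR adjusted p of 0.00518. Of the exon length of *ccdc166*, 25.5% lies inside exons on the other strand.

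The down-regulated genes of LP500 were *znf646*, *usp8*, *bnip3l*, *wdfy1* and *kita*, whose log2 fold changes were smaller in size, between -0.28 and -0.55. *kita* (ENSSSAG00000066926), on the minus strand of chromosome 23 from 20563761 to 20604993, encodes a receptor tyrosine kinase. It was at 11.6 ± 2.01 CPM (SD, n = 9) in LP500 and 16.9 ± 2.70 (SD, n = 9) in CD, with a log2 fold change of -0.55 (SE 0.12, edgeR adjusted p = 0.00597). *bnip3l* (ENSSSAG00000031558), on the minus strand of chromosome 11 from 85662611 to 85677413, was at 92.4 ± 13.7 (SD, n = 9) in LP500 and 119 ± 16.4 (SD, n = 9) in CD, with a log2 fold change of -0.36 (SE 0.08, edgeR adjusted p = 0.00596). *usp8* is uncertain, as 49.6% of its exon length lies inside exons on the other strand.

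In fish fed MG, 0 genes were called by edgeR's quasi-likelihood test (2265 at an unadjusted p under 0.05, smallest adjusted p = 0.63) and 0 by DESeq2 on all 45 fish. DESeq2 on only the 18 fish of CD and MG, added after the data were examined, called 2 genes. They are named here after their values were seen. LOC106596806 (ENSSSAG00000052394, plus strand of chromosome 3, 5772245 to 5815866) had a log2 fold change of 3.38 (DESeq2 adjusted p = 0.0216), with values in MG from 0.186 to 8.74 CPM. *focad* (ENSSSAG00000057702, plus strand of chromosome 18, 59590181 to 59703762) had a log2 fold change of 0.50 (DESeq2 adjusted p = 0.00434), was at 14.9 ± 1.73 CPM (SD, n = 9) in MG and 10.5 ± 1.30 (SD, n = 9) in CD, and has 13.3% of its exon length inside exons on the other strand. Neither gene was higher in MG alone. LOC106596806 was at 0.241 CPM in CD, 2.54 in MG and 2.19, 2.44 and 2.29 in LP20, LP100 and LP500. It was called by edgeR in LP100 (adjusted p = 0.0474) and LP500 (adjusted p = 0.0318). *focad* was called by edgeR in LP500 (log2 fold change 0.43, adjusted p = 0.014). From the number of DEGs against CD at each inclusion level, the paper states that more HK L-137 in the diet induced more DEGs.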

**Table 5:** Significant differentially expressed genes (DEGs) and Term Enrichment per comparison.

	DEGs		Term Enrichment	
Comparison	Up-regulated	Down-regulated	Up-regulated	Down-regulated
LP20 | CD	647	159	5	2
LP100 | CD	2692	888	13	9
LP500 | CD	2694	1034	15	8
MG | CD	2	0	0	0

CD, control diet; LP20, LP100 and LP500, 20, 100 and 500 mg of Feed LP20™ kg^-1^; MG, positive control diet.

Moreover, DEGs from each diet comparison were used for enriched pathways analysis (**Figure 4**). 

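For the terms, the gene sets of KEGG were not used here. Lists of core genes of 24 KEGG terms were written by hand before the data were examined and matched to the tested genes by symbol, so that a list holds part of the genes of its term. Each list was tested for over-representation among the up-regulated and the down-regulated DEGs of a diet with a one-sided Fisher's exact test against the 31729 tested genes, with Benjamini-Hochberg adjustment over the 24 lists in a comparison and direction. As this test counts called genes only, the fold changes of all members were also tested with camera, at its preset correlation between genes of 0.01, and with fry. With the correlation between genes estimated for each list, which was added after the data were examined, camera found 0 lists in any of the diets. The number of members past the threshold is given over all genes tested and, since the lists were fixed in advance, adjusted over the list alone.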

LP20 diet (**Figure 4A**) induced a down-regulation of 2 terms related with oocyte meiosis and tight junction, but also up-regulated other 5 terms related with ECM-receptor interaction, focal adhesion, vascular smooth muscle contraction, regulation of actin cytoskeleton and TGF-beta signaling pathway. Furthermore, LP100 (**Figure 4B**) down-regulated 9 terms (e.g., inositol phosphate metabolism, oxidative phosphorylation, endocytosis and insulin signaling pathway) and up-regulated 13 terms (e.g., ECM-receptor interaction, cell adhesion molecules, phagosome, TGF-beta signaling pathway, MAPK signaling pathway and gap junction). 

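With 0 genes called for LP20 by edgeR, no list could be over-represented among them. In the list for ECM-receptor interaction, 24 of 30 members had a higher value in LP20 than in CD and 14 were past the threshold adjusted over the list alone, against 0 over all genes tested. The members with the smallest adjusted p were *vwf* (log2 fold change 2.25, SE 0.51, edgeR adjusted p = 0.0868), *col1a1a* (1.62) and *fn1a* (1.48). In the focal adhesion list, 47 of 68 members were higher and 12 were past the threshold adjusted over the list alone, led by *parvaa*, with a log2 fold change of 1.85 (SE 0.36, edgeR adjusted p = 0.0658), *col1a1a* and *fn1a*. No member of the other 3 lists of up-regulated terms was past either threshold. Those with the smallest adjusted p were *prkcda* (-0.24), *myl9b* (0.74) and *acta2* (0.85) for vascular smooth muscle contraction, *fn1a*, *ezra* (-0.30) and *actn1* (0.84) for regulation of actin cytoskeleton, and *bmp4* (1.11), *nbl1* (0.90) and *bmp6* (-0.21) for TGF-beta signaling. In the oocyte meiosis list, 16 of 53 members were higher and 0 past either threshold, with *slka* (-0.49), *igf1rb* (-0.78) and *rec8b* (-0.26) at the smallest adjusted p. In the tight junction list, 22 of 50 members were higher and 3 were past the threshold adjusted over the list alone, *slc9a3r1* (-0.37), *cldn3c* (-0.68) and *ezra*. The exons of *bmp6*, *ezra*, *rec8b*, *fn1a* and *slc9a3r1* overlap exons on the other strand over 51.3%, 26.9%, 12.4%, 10.9% and 4.6% of their length.

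The calls of DESeq2 on only the 18 fish of CD and LP20, added after the data were examined, gave other results. Among the genes up-regulated in that fit were 7 of 36 members of the ECM-receptor list (0.637 expected, exact adjusted p = 3.36e-05), 10 of 69 of the focal adhesion list (1.22 expected, exact adjusted p = 8.93e-06) and 5 of 47 of the cell adhesion molecules list (0.831 expected, exact adjusted p = 0.0113). Among its down-regulated genes were 3 of 52 members of the tight junction list (0.226 expected, exact adjusted p = 0.0364).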

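Among the DEGs up-regulated in LP100 were 10 of 30 members of the ECM-receptor list, against 1.08 expected (one-sided Fisher's exact test, adjusted p = 1.31e-06), and 18 were past the threshold adjusted over the list alone. The leading members were *frem1a* (log2 fold change 1.87, SE 0.41, edgeR adjusted p = 0.0198), *col1a1a* (1.97) and *col6a1* (edgeR adjusted p = 0.0222). The focal adhesion list had 9 of 68 members up-regulated (2.45 expected, exact adjusted p = 0.00575), led by *parvaa* (1.93), *col1a1a* and *col6a1*. The cell adhesion molecules list had 7 of 42 (1.51 expected, exact adjusted p = 0.00575), led by *icam3* (1.15), *itga8* (2.06) and *ptprsa* (0.89). The calls of the fit on counts summed per label run gave 0 lists past the threshold for LP100. In the phagosome list 1 of 30 members was up-regulated (1.08 expected, exact adjusted p = 1.0), *thbs3a*, with a log2 fold change of 1.43, followed by *thbs3b* (1.37) and *thbs2a* (1.18).

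The lists of the down-regulated terms had few called members. In the list for oxidative phosphorylation, 33 of 34 members were lower in LP100 than in CD, by a median of -0.13 on the log2 scale, but 0 were called, and *cox4i1* (-0.15), *atp6v0ca* (-0.15) and *cox6b1* (-0.22) had the smallest adjusted p, of 0.0592, 0.154 and 0.173 in edgeR. This list was lower by camera (adjusted p = 1.19e-05) but not past the threshold by fry (adjusted p = 0.0577) or with the estimated correlation of 0.325 between its genes (adjusted p = 0.405). In the list for inositol phosphate metabolism 1 of 41 members was down-regulated (0.194 expected, exact adjusted p = 0.667), *itpkca*, with a log2 fold change of -0.29 and exons that lie over 59.4% of their length inside exons on the other strand, followed by *itpk1a* (-0.35) and *mtmr8* (-0.91). None of the 90 members of the endocytosis list was down-regulated and 2 were up-regulated, *acap3a* (1.68) and *asap1b* (0.69), followed by *asap1a* (1.17). In the list for insulin signaling 0 of 70 members were called by edgeR, with *mapk10* (1.84), *igf1ra* (-0.58) and *elk1* (-0.62) at the smallest adjusted p. The exons of *cox4i1*, *mtmr8*, *cox6b1* and *itpk1a* overlap exons on the other strand over 29.4%, 45.6%, 12.9% and 12.6% of their length.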

Lastly, LP500 (**Figure 4C**) down-regulated 8 terms (e.g., ErbB signaling pathway, autophagy, endocytosis and TGF-beta signaling pathway), and up-regulated 15 terms (e.g., phagosome, cell adhesion molecules, gap and tight junction, PPAR signaling pathway and Calcium signaling pathway). 

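Among the DEGs up-regulated in LP500 were 16 of 30 members of the ECM-receptor list (2.24 expected, one-sided Fisher's exact test, adjusted p = 1.1e-09) and 19 of 68 of the focal adhesion list (5.07 expected, exact adjusted p = 4.04e-06). The ECM-receptor list was led by *col1a1a* (log2 fold change 2.29, SE 0.47, edgeR adjusted p = 0.00518), *col6a1* (1.96) and *vwf* (2.34), and the focal adhesion list by *parvaa*, *col1a1a* and *col6a1*. The list for cell adhesion molecules had 12 of 42 (3.13 expected, exact adjusted p = 0.000306) and that for regulation of actin cytoskeleton 9 of 48 (3.58 expected, exact adjusted p = 0.033). The members with the smallest adjusted p were *ptprsa* (1.14), *itgb8* (0.60) and *l1cama* (1.98) in the former and *actn1* (1.30), *fn1a* (1.92) and *myl9b* (1.17) in the latter. The calcium signaling list had 7 of 59 members up-regulated (4.40 expected, exact adjusted p = 0.355), led by *pde1ca* (0.96), *cacna1ha* (1.14) and *flt1* (1.84). Over 30.9% of its length, *itgb8* overlaps exons on the other strand.

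Among the down-regulated DEGs, the autophagy list was the 1 list over-represented, with 10 of 87 members against 2.80 expected (exact adjusted p = 0.0115). A total of 64 of its members were lower in LP500 than in CD, and the list was lower by camera (adjusted p = 8.79e-05) and fry (adjusted p = 4.78e-05), but not with the estimated correlation (adjusted p = 0.057). The smallest adjusted p in this list were those of *mapk10*, which was up-regulated (2.48, SE 0.56, edgeR adjusted p = 0.00611), *rb1cc1* (-0.32) and *bcl2l1* (0.80). With the counts summed per label run, 0 lists were over-represented among the down-regulated genes. The ErbB signaling list had 5 of 44 members down-regulated (1.41 expected, exact adjusted p = 0.149) and 3 up-regulated, with *mapk10*, *map2k4* (-0.38) and *erbb2* (-0.50) at the smallest adjusted p. The endocytosis list had 5 of 90 members down-regulated (2.89 expected, exact adjusted p = 0.492), and *acap3a* (1.75), *usp8* and *kita* led it. Of its members, 27 were higher in LP500 than in CD. The list was lower by fry (adjusted p = 0.0163), but not past the threshold by camera (adjusted p = 0.0662) or with the estimated correlation (adjusted p = 0.252). The exons of *map2k4* and *bcl2l1* overlap exons on the other strand over 21.9% and 5.6% of their length. The calls of DESeq2 on all 45 fish had 9 of 96 members of the endocytosis list down-regulated (3.10 expected, exact adjusted p = 0.0472).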

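For MG, with 0 genes called by edgeR, no list could be over-represented, and 0 lists were over-represented among the 2 genes that DESeq2 called on only the 18 fish of CD and MG. Tested on the fold changes of all members, the lists for ECM-receptor interaction (median log2 fold change 0.48, 23 of 30 members higher), focal adhesion (0.08, 46 of 68) and cell adhesion molecules (0.26, 27 of 42) were higher in MG than in CD by camera, with adjusted p of 0.000601, 0.00363 and 0.0164, and the list for oxidative phosphorylation (-0.04, 9 of 34) was lower, with an adjusted p of 0.0131. By fry, 0 lists were past the threshold, and the adjusted p of these 4 lists were 0.504, 0.504, 0.504 and 0.579. Adjusted over the list alone, 0, 1, 0 and 0 members were past the threshold. The members with the smallest adjusted p were *frem1a* (log2 fold change 1.20), *lamb2* (1.13) and *col4a1* (1.13) for ECM-receptor interaction, *parvaa* (1.37), *mapk10* (1.68) and *lamb2* for focal adhesion, *l1cama* (1.38), *esama* (1.29) and *mpz* (1.38) for cell adhesion molecules, each with an edgeR adjusted p of 0.63, and *atp6v1g1* (-0.22), *sdhc* (-0.16) and *cox4i1* (-0.09) for oxidative phosphorylation.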

Regarding the positive control diet, no modulated terms detected.

**Figure 4:**
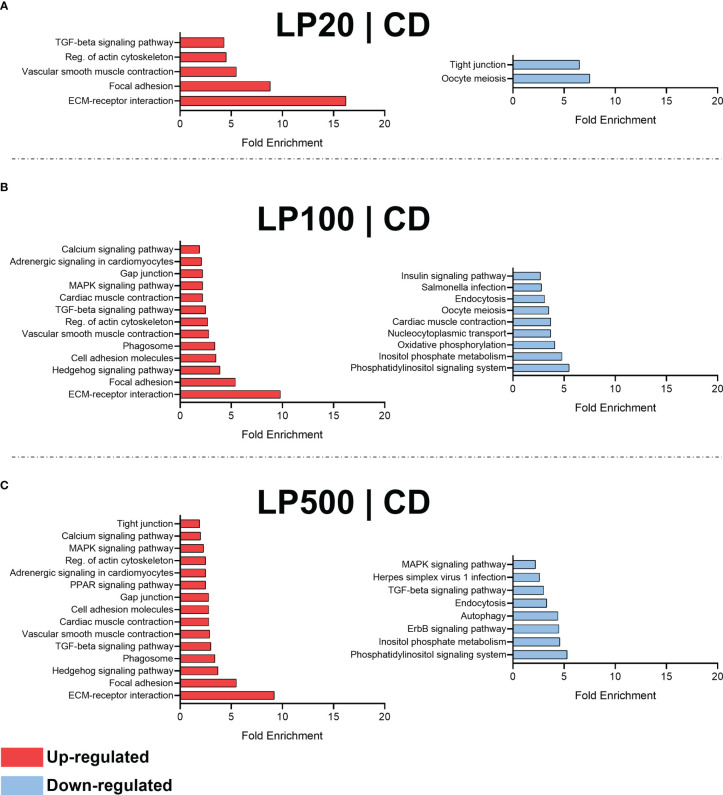
Enriched terms by ShinyGO. Comparison between LP20 and control **(A)**. Comparison between LP100 and control **(B)**. Comparison between LP500 and control **(C)**. CD, control diet; LP20, LP100 and LP500: 20, 100 and 500 mg of Feed LP20™ kg^-1^, respectively.

### 3.5 Protein detection

The results showed modulation of biomarkers related to immune response. The levels of Anxa1 were decreased in the distal intestine of fish fed LP500 (p-value = 0.0335). The same group also had a significant increase in the total IgM production in plasma (p-value = 0.0378) compared to the control diet (**Figure 5**). Protein levels of IL-1β and E-cad in distal intestine did not differ between experimental diet groups nor in positive control MG. Moreover, when measuring the production of specific IgM against HK L-137, there were no significant difference between groups.

**Figure 5:**
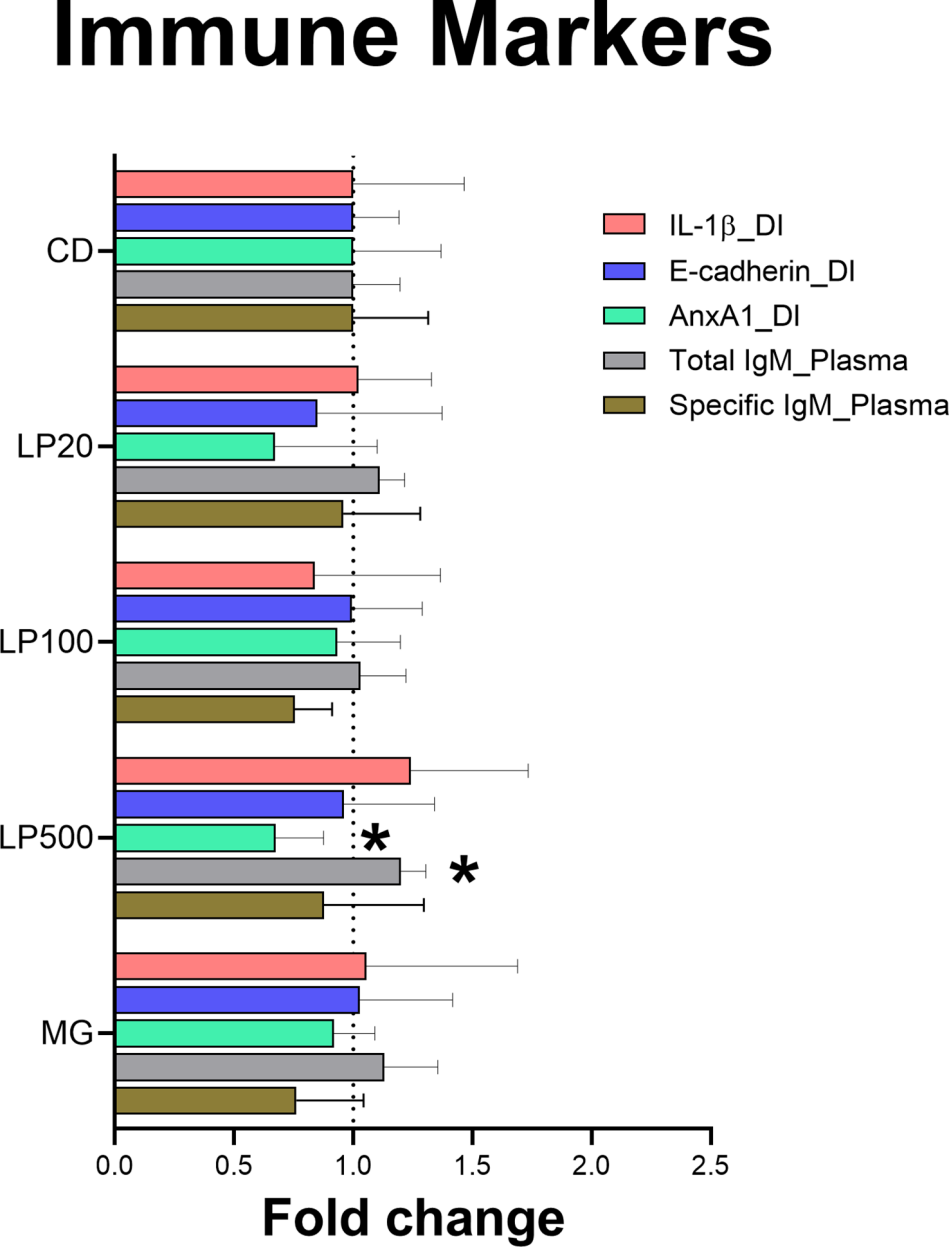
Protein detection of immune markers in distal intestine and plasma by indirect ELISA. Data is represented as fold change with error bars showing the standard deviation (n=9). Asterisk (*) denote level of significance (*p-value < 0.05). CD: control diet; LP20, LP100 and LP500: 20, 100 and 500 mg of Feed LP20™ kg^-1^, respectively; MG: positive control diet; IL-1β: Interleukin 1β; AnxA1: Annexin A1; IgM: immunoglobulin M; DI, distal intestine.

## 4 Discussion

Immunonutrition is a promising cost-effective strategy to prevent considerable economic losses during fish production (6, 49). The effects of fish diseases, and subsequent mortality, are aggravated by several unavoidable stress factors such as handling, seawater transfer and pathogens (2). By providing functional feeds, immune response of fish can be enhanced, leading a more robust and healthy fish, able to cope better with such challenges (50). With this, stress, susceptibility to diseases and mortality can be mitigated, leading to improved animal welfare and a more sustainable aquaculture production.

Paraprobiotics, such HK L-137, are good candidates as functional ingredients. They can promote fish performance, modulate the intestinal microbiota and enhance the immune system (20, 21). However, when using a novel ingredient to a new species, and to respect animal welfare, *in vitro* trials are a desirable approach before animal experiments to predict inclusion levels and effects of the functional ingredients. At the *in vitro* level, after exposure to HK L-137, the lack of differences in TEER analysis confirmed similar integrity of the monolayer in both control and experimental groups due to proper development of tight-junctions between adjacent cells (30). When intestinal integrity is impaired, there is a reduction of digestive function and fish growth and fish becomes more vulnerable to bacterial infection (51, 52). Moreover, when Lucifer yellow was added apically, cells treated with HK L-137 reduced the passage of it, indicating a strengthened barrier function of the monolayer. Similar results were observed in the same model when used microbial or plant structural components (29) and with Caco-2 cells (colonic cells model of the intestinal epithelial barrier in humans), where *L. plantarum* strengthened the intestinal barrier function by promoting tight-junctions integrity (53). Later, the production of specific immune biomarkers, measured after 6 and 24 hours of HK L-137 exposure, showed a higher level of IL-1β in both time points, indicating an activation of the innate immune response. IL-1β has an important mediator role in fish as an earlier pro-inflammatory cytokine caused by an immunostimulant (54). Interestingly, after 24 hours treatment, there was a significant lower production of Anxa1, which supports the previous idea of activation of pro-inflammatory pathways, since Anxa1 has anti-inflammatory properties (55).

To characterize potential benefits to Atlantic salmon, an *in vivo* experiment was designed. After 61 days of feeding, no mortality was observed as well as no differences in fish performance between groups. Lack of differences in growth performance was also observed by Mohapatra et al. (56), where rohu (*Labeo rohita*) received different heat-inactivated probiotics, and in giant fresh water prawn (*Macrobrachium rosenbergii*) when fed HK L-137 (22). However, in previous studies where fish were fed HK L-137, improved growth performance was demonstrated (24–27), supporting the idea that the effects of paraprobiotics can be species-dependent (20). Histological analyses were performed in distal intestine. Sáenz de Rodrigáñez et al. (57) suggested that microvilli length of juvenile Senegalese sole (*Solea senegalensis*) was improved after administration of probiotics, for similar amount of time. However, in the current study, there were no signs of inflammation, and the villi height did not change among the groups. Together, these results suggest that HK L-137, at the current inclusion levels, is safe feed to Atlantic salmon without any deleterious effects.

When studying the intestinal microbiota of Atlantic salmon in this experiment, at the phylum level, there was an increase of the relative abundance of *Actinobacteriota* in the LP100 and LP500 groups due to the presence of *Mycobacterium* genus. Members of the genus *Mycobacterium* are found in wild and captive fish, and several species are considered pathogens (58). The route of infection is oral-intestinal pathway (59) and when infected, fish develop skin ulcers which lead to infection and increased mortality (60). However, none of these symptoms were observed in this experiment. Moreover, not all the fish reared in the same tank harbored this genus nor was it identified as top abundant genera in feed and water samples (**Figure S2**). Interestingly, fish fed MG also presented a relative higher abundance of genus *Mycobacterium* compared to the CD group. There was no indication of any consequences of the presence of this genus in the current study and no reports in Atlantic salmon were found. One can speculate that since these comparisons are considering relative abundance, in some fish groups, *Mycobacterium* had less competition for space or nutrients, which allowed its growth to become more abundant, and this was tolerated by the immune system. The genus *Stenotrophomonas* was significantly less abundant in the LP500 group (**Figure S1**). The role of this bacteria is debatable. Its protective role related to chitin degradation and anti-fungal activities has been related (61). However, their relative abundance was increased in healthy fish (62) and in fish after infection with an ectoparasite (63). In our study, the lower relative abundance of *Stenotrophomonas* could be a passive consequence of the increased relative abundance of another genus such as *Arenimonas* and *Mycobacterium*. *Ligilactobacillus* genus relative abundance was also significantly lower in the LP500 group (**Figure S1**). This genus belongs to the group of lactic acid producing bacteria (64) which are considered as beneficial due to their abilities to enhance digestive function, production of antimicrobial peptides and interaction with immune system (64). Nevertheless, other lactic acid bacteria were also identified: *Enterococcus*, *HT002*, *Lactobacillus*, *Ligilactobacillus*, *Limosilactobacillus*, *Peptostreptococcus*, *Streptococcus* and *Weissella*. The intestinal microbiota is redundant and dynamic regarding its function (65), which means that the same the function can be performed by several bacteria. In this case, the relative abundance of the sum of lactic acid bacteria did not differ between groups, not compromising the importance of lactic acid production and other related metabolites in the intestine. Furthermore, a dose-dependent trend of the relative abundance of *Proteobacteria* (currently known as *Pseudomonadota*) was also observed. At lower taxonomic levels, this tendency was more prominent, mostly caused by the genus *Arenimonas*. This genus is an environment related bacteria without described adverse effects on fish, however, due to the large individual variance, it was not significantly different. The remaining most abundant taxonomic groups did not differ between dietary groups.

Overall, the modulation of the microbiota in the digesta of distal intestine was minor, which was demonstrated by the lack of significant differences in diversity between the CD and the remaining groups. At the same time, such observation is not so surprising because we used paraprobiotic HK L-137 in small inclusion levels, ranging from 20, 100 and 500 mg of Feed LP20™kg^-1^ feed, (which means 5, 20 and 100 mg HK L-137 kg^-1^ feed). Because the bacterium was heat-killed, there was no obvious colonization, as also observed in previous studies (56). Therefore, there was no competition for space and nutrients with commensal bacteria. Instead, the observed effects of the paraprobiotic in the modulation of microbiota would need to act through other pathways, such as the epithelial cell metabolism and immune response, which in their turn could modulate the microbiota, as also suggested by Sun et al. (66).

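Counted over the 24 lists of core genes, 0 were over-represented among the DEGs of LP20, 3 among the up-regulated and 0 among the down-regulated DEGs of LP100, and 6 among the up-regulated and 1 among the down-regulated DEGs of LP500 (one-sided Fisher's exact test on the edgeR calls). On the calls of DESeq2 on all 45 fish the numbers up-regulated and down-regulated were 0 and 0, 4 and 0, and 5 and 2. On the calls of DESeq2 on only the 18 fish of a comparison, added after the data were examined, they were 3 and 1, 4 and 0, and 5 and 0. Without a count of called genes, fry found 2 lists higher and 0 lower in LP20, 5 and 0 in LP100 and 8 and 4 in LP500, and camera found 3 and 0, 3 and 1, and 3 and 1. In each of these analyses the number of higher lists was at least that of lower lists at every inclusion level. The test on called genes has more genes to work with at the higher levels, and whether the lists differed between inclusion levels was not tested.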

Transcriptomic analysis of the distal intestine showed that the modulation of KEGG terms was related with the inclusion level and all groups had a higher number of up-regulated terms than down-regulated. 

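The 5 lists differed in how far they moved at each level. For ECM-receptor interaction the median log2 fold change of the 30 members was 0.67 in LP20, 0.94 in LP100 and 0.71 in LP500, and fry gave adjusted p of 0.0448, 0.00536 and 0.00219. For focal adhesion it was 0.13, 0.12 and 0.15 (limma fry adjusted p = 0.0585, 0.00997 and 0.00219). For vascular smooth muscle contraction it was 0.13, 0.11 and 0.17, past the threshold by limma's fry in LP500 only (adjusted p = 0.318, 0.112 and 0.0221), where *myl9b*, *acta2* (1.41) and *myl6* (0.49) were the members with the smallest adjusted p. In LP100 these were *acta2* (1.05), *myl9b* (0.80) and *ramp1* (1.15), and 0 members were called by edgeR. For regulation of actin cytoskeleton it was 0.02, 0.10 and 0.04 (limma fry adjusted p = 0.519, 0.0254 and 0.0753), and in LP100 *fn1a* (1.76), *itga8* and *tiam2b* (1.25) led the list. The list for TGF-beta signaling was at -0.003, 0.05 and 0.08. All 5 medians were also above 0 in MG.

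**Figure D1:**
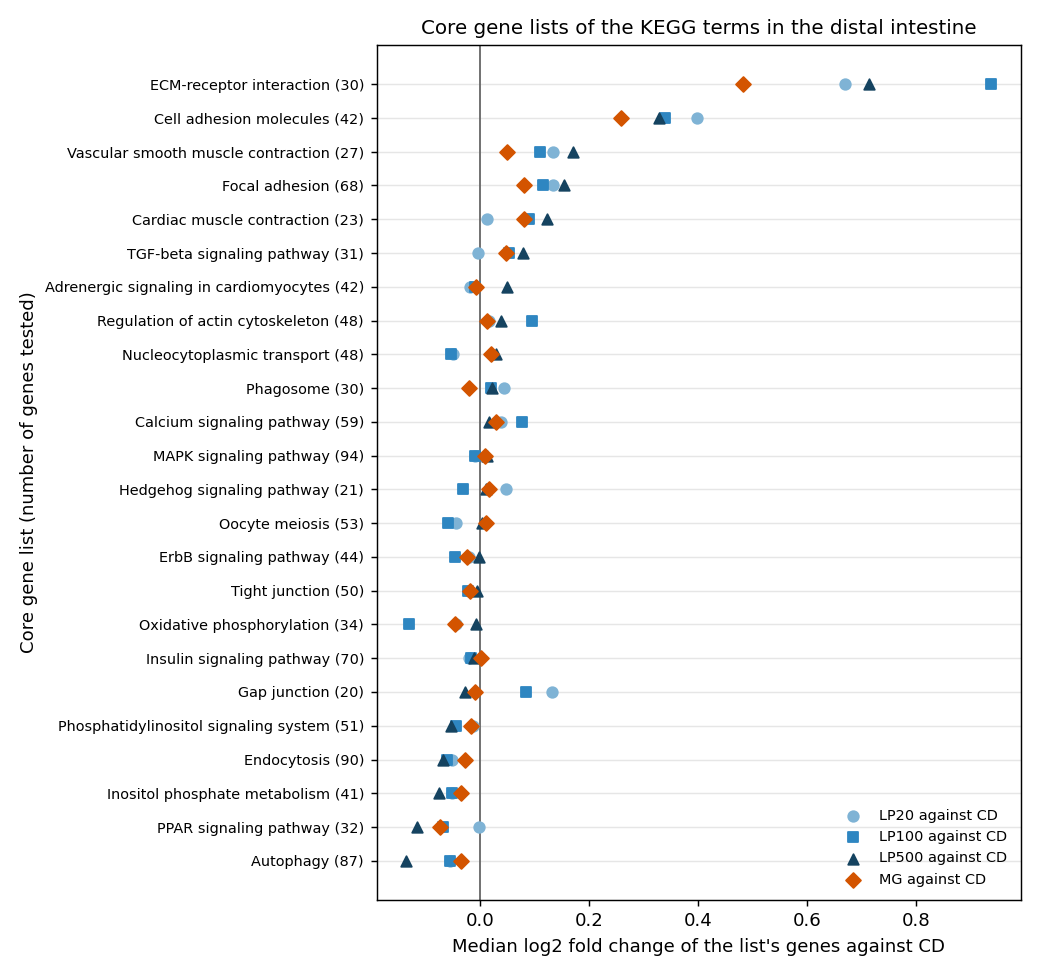
Median log2 fold change against CD of the genes of each of the 24 lists (horizontal axis, log2 scale), with the number of genes tested in brackets. Circles, squares and triangles stand for LP20, LP100 and LP500 and diamonds for MG, each the median over the genes of a list without an error bar. The list for ECM-receptor interaction lies farthest to the right for all 4 diets, between 0.48 and 0.94, and most other lists lie near 0.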

All the terms up-regulated in LP20 were also up-regulated in the other inclusion levels (TGF-beta signaling pathway, reg. of actin cytoskeleton, vascular smooth muscle contraction, focal adhesion, and ECM-receptor interaction). Some of those terms are related with cell structure, cell adhesion, cell communication and proliferation and immune regulation (67–69), representing physiological and immunological benefits for the fish. The intestinal epithelium regulates the nutrient uptake and represents a crucial barrier function to the extrinsic environment, which when disrupted is commonly associated with an inflammatory response (70, 71). TGF-β is a cytokine with anti-inflammatory properties (72) and the distal intestine is part of the Gut-Associated Lymphoid Tissue (GALT), with a pivot importance in the innate immune response (73, 74). An up-regulation of terms related with TGF-beta signaling pathway, suggests an improved regulation of immune responses and prevention of an over-stimulation, contributing to the homeostasis in the distal intestine. Therefore, fish would benefit from an enhanced barrier function with a balanced immune response. 

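In the list of 31 core genes of TGF-beta signaling, 3 members were up-regulated in LP500 (2.31 expected, one-sided Fisher's exact test, adjusted p = 0.807) and 0 down-regulated by edgeR, and 1 was up-regulated in LP100 (1.12 expected, exact adjusted p = 1.0). Fry gave adjusted p for the whole list of 0.866 in LP20, where 14 of the 31 members were higher than in CD, 0.091 in LP100 and 0.0445 in LP500, where 19 were higher each. In LP500 the called genes were *nbl1* (log2 fold change 1.25, SE 0.34, edgeR adjusted p = 0.0144), *bmp4* (1.46, SE 0.40, adjusted p = 0.0147) and *mycb* (0.47, SE 0.15, adjusted p = 0.0405). In LP100 the called gene was *bmp4* (1.33, SE 0.40, edgeR adjusted p = 0.0457), followed by *bmp2* (1.01) and *mycb* (0.43). The gene of the cytokine itself was found as *tgfb1a* (ENSSSAG00000052708), on the minus strand of chromosome 9 from 156082309 to 156133204, with 17.1% of its exon length inside exons on the other strand. It was at 5.76 ± 0.88 CPM (SD, n = 9 fish) in CD, 6.45 ± 0.94 (SD, n = 9) in LP20, 7.40 ± 1.42 (SD, n = 9) in LP100, 7.48 ± 2.02 (SD, n = 9) in LP500 and 5.67 ± 1.73 (SD, n = 9) in MG. Its log2 fold changes were 0.17, 0.36 and 0.38 in LP20, LP100 and LP500, each with a SE of 0.15, and none was past the threshold (edgeR adjusted p = 0.731, 0.173 and 0.0997). Genes with the symbols of TGF-β2 and TGF-β3 were not matched and were not analysed here.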

In fish fed LP100 and LP500 diets, other terms related with immune response and barrier function were also up-regulated, such as phagosome term, MAPK signaling pathways, tight junctions, gap junctions and cell adhesion molecules. 

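In LP500, the phagosome list had 6 of 30 members up-regulated against 2.24 expected (one-sided Fisher's exact test, adjusted p = 0.0735), with *thbs3a* (log2 fold change 1.51, SE 0.41, edgeR adjusted p = 0.0138), *nos1* (2.06) and *thbs3b* (1.53) at the smallest adjusted p. The MAPK signaling list had 15 of 94 members up-regulated (7.01 expected, exact adjusted p = 0.0238) and was led by *ngfrb* (2.60), *map4k4* (1.31) and *kita*. In LP100 it had 4 members up-regulated (3.38 expected, exact adjusted p = 1.0), with *ngfrb* (2.22), *map4k4* (1.14) and *flt1* (1.91) first. The tight junction list had 4 of 50 members up-regulated in LP500 (3.73 expected, exact adjusted p = 0.828) and 1 down-regulated, with *myl9b*, *myl6* and *slc9a3r1* (-0.36) first. In LP100, *ezra* (-0.32, edgeR adjusted p = 0.0483) was the 1 called member of this list and was down-regulated, followed by *myl9b* and *myh14* (1.09). The gap junction list had 2 of 20 members up-regulated and 2 down-regulated in LP500 (1.49 and 0.643 expected, exact adjusted p = 0.807 and 0.46), led by *lpar1* (1.29), *htr2b* (1.41) and *prkacba* (-0.33), and 1 up-regulated in LP100 (0.72 expected, exact adjusted p = 1.0), *lpar1* (1.18), followed by *htr2b* (1.19) and *gucy1b1* (1.04). By fry, none of these 4 lists was past the threshold in LP100 or LP500. The smallest adjusted p was 0.091, for gap junction in LP100.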

Phagosomes formation is part of innate immune system, involved in pathogen killing and antigen presentation (75), promoting to regulation of intestinal homeostasis. Moreover, MAPK signaling pathway is involved in the regulation of tight-junctions, which in turn, regulate paracellular transport (76). An appropriated regulation of tight junction, gap junctions and cell adherence, prevents then the undesirable passage of microorganisms or other antigens that can trigger an immune response, reinforcing the hypothesis that there is a positive dose dependent effect of Feed LP20™. The highest inclusion level (LP500) also led to an up-regulation of PPAR signaling pathway. 

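In LP500, the PPAR signaling list had 4 of 32 core genes up-regulated (2.39 expected, one-sided Fisher's exact test, adjusted p = 0.465) and 4 down-regulated (1.03 expected, exact adjusted p = 0.149). Its members had a median log2 fold change of -0.11 and a mean of 0.05, 11 of the 32 were higher than in CD, and fry gave an adjusted p of 0.193 in the lower direction. The members with the smallest adjusted p were *ilk* (log2 fold change 0.54, SE 0.12, edgeR adjusted p = 0.00612), *acsl1a* (0.97, SE 0.25, adjusted p = 0.0117) and *cpt1b* (0.47, SE 0.12, adjusted p = 0.013), the last with 19.4% of its exon length inside exons on the other strand. The gene of PPARγ, *pparg* (ENSSSAG00000029040), on the minus strand of chromosome 22 from 63651030 to 63761712, was down-regulated in LP500. It was at 17.6 ± 3.48 CPM (SD, n = 9 fish) in LP500 and 22.7 ± 2.38 (SD, n = 9) in CD, with a log2 fold change of -0.36 (SE 0.11, edgeR adjusted p = 0.0221), and 1 of 9 LP500 fish was above the CD mean. In LP20, LP100 and MG its log2 fold changes were -0.09, -0.28 and -0.12, none past the threshold (edgeR adjusted p = 0.808, 0.117 and 0.854).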

PPARs are involve in the maintenance of metabolic homeostasis, however, PPARγ also has an important role in several immune cells (antigen-presenting myeloid dendritic cells and macrophages), regulating inflammation, antigen uptake and presentation, cell maturation and migration, and cytokine production (77). This indicate that HK L-137 has potential to enhance intestinal barrier function and immune response, which suggests positive effects to general fish health, as observed in previous studies with farmed fish (24–27). 

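Of the core genes of cardiac muscle contraction, 0 of 23 were called in LP100 by edgeR, where 13 were higher than in CD and 10 lower, and adjusted over the list alone 4 were past the threshold. The members with the smallest adjusted p were *tpm1* (log2 fold change 0.77, SE 0.24, edgeR adjusted p = 0.0559), *cacnb2a* (1.18, SE 0.37, adjusted p = 0.0587) and *cox4i1* (-0.15, SE 0.05, adjusted p = 0.0592). In LP500, 6 members of this list were up-regulated (1.71 expected, one-sided Fisher's exact test, adjusted p = 0.0273) and 0 down-regulated, with *tpm1* (1.15), *tpm2* (0.85) and *cacnb2a* (1.33) first. In the MAPK signaling list, 7 members were down-regulated in LP500 beside those up-regulated (3.02 expected, exact adjusted p = 0.192), and 48 of the 94 members were higher than in CD.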

The up- and down-regulated KEGG terms in the same diet (cardiac muscle contraction in LP100, and MAPK signaling pathway and TGF-beta signaling pathway in LP500), could be due to the large number of genes these terms cover, thus while a group of these was up-regulated, another group might have been down-regulated within the biologic pathway.

At the protein level, higher inclusion levels of HK L-137 (LP500) showed a decreased production of Anxa1 in distal intestine (similar to what was observed at *in vitro* level using RTgutGC). In higher vertebrates, it has been described that a lower availability of Anxa1 could be involved in the polarization of T cells towards the Th2 effector subtype, which has then a critical role in the production of antibodies (78). We propose that the inclusion of LP500 would have similar effects on Atlantic salmon fed HK L-137, since we detected an increased production of total IgM in plasma, alike in Nile tilapia (79). Such modulation was not observed in fish fed MG diet. It could be suggested that the increased secretion of IgM in plasma could be directly against to the inclusion of a heat-killed bacterium in the feed. However, after analyzing the production of specific IgM against HK L-137, there were no significant differences. These results suggest that the IgM detected in plasma could be an increase in natural antibodies, which have crucial roles in pathogen elimination, B-cell survival and homeostasis (80). In addition, these humoral components could have a protective role by coordinating both innate and adaptive immunity (81).

Finally, the current study was performed on healthy fish, while future studies should combine HK L-137 and multi-stressor conditions or pathogen challenges to create an environment closer to commercial fish production.

## 5 Conclusion

In the current study, we investigated the potential of HK L-137 at *in vitro* level, by exposing a rainbow trout-derived intestinal epithelial cell line (RTgutGC) to HK L-137, and at *in vivo* level, with different inclusion levels of HK L-137 in pre-smolt feed. This approach was used to improve the experimental design when evaluating novel additives by an immunonutrition approach to promote animal health and welfare. In both levels, evidence of immunostimulant properties was observed from HK L-137 by modulating cytokines and effector molecules, suggesting its potential in functional feeds for salmonids without compromising fish performance and gut microbiota. This approach creates a baseline for future work involving HK L-137 and other pro- and paraprobiotics, both *in vitro* and *in vivo.*

## Data availability statement

RNA-seq raw data is available in Gene Expression Omnibus database (GEO-NCBI: GSE218341). The 16S rRNA gene sequencing raw data (fastaq files and metadata) are available in Sequence Read Archive, National Center for Biotechnology Information (SRA-NCBI: PRJNA907547). Other data and code for reproducing the results are available in the GitLab repository (https://gitlab.com/SergioRochaNMBU/hkl137_atlanticsalmon).

## Author contributions

MØ, PL, BM-L, LM and SR contributed to the conception of the study. PL conducted the *in vitro* trial. SR designed and formulated fish feed, conducted *in vivo* trial and sampling. SR analyzed histological images and 16S rRNA sequencing. BM-L analyzed indirect ELISA and transcriptomics. BM-L and SR performed bioinformatics, statistical analyses, and data visualization. SR wrote the first draft of the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

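The data are from the distal intestine of 45 Atlantic salmon, 9 from each of 5 diets (CD, LP20, LP100, LP500 and MG). The authors sequenced the RNA as read pairs, ran nf-core rnaseq v3.3, aligned the reads to the assembly Ssal_v3.1 and counted fragments per Ensembl gene with featureCounts v1.5.1, the version in the headers of the count tables, which also show a folder of subread 2.0.0 and the strand setting 2 (reverse-stranded). The deposited values are raw count values, 1 table per fish with 69389 genes. They were checked to be whole numbers without normalization. Each table also gives the exon length of a gene. Diets were assigned from the sample records, in which each fish has a number, and the milligrams of Feed LP20™ per kg feed are those of the paper.

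The fragments counted on genes were between 9660750 and 22377591 per fish (median 14634308). A gene at 1 CPM thus has between 9.7 and 22.4 fragments in a fish, so that counting error alone is between 32% and 21%, and at 100 CPM it is 3.2% in the fish with the lowest total. No fish was left out. The smallest chi-square per gene between any 2 of the 45 fish was 10.07, where sampling noise alone gives about 1, so no library was sequenced under 2 labels. Separate libraries of the same fish would not be found this way.

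Genes were named by position. The RefSeq table of the same assembly holds no Ensembl identifiers and no strand, so a gene took the symbol of the protein-coding RefSeq gene with which it shared at least 0.5 of their joint span, which matched 30322 genes (median share 0.936), 8775 of them with a symbol other than a LOC number. As a control, the RefSeq positions were shifted by 100000 bp, after which 4728 matched. The use of strand was checked on pairs of genes on opposite strands. The first limits (an outer gene with a mean of at least 5000 counts and an inner gene with at least 0.9 of its exon length inside it) gave 8 pairs, with a median of 3.11 times the counts per base in the inner gene, and the limits were loosened to 1000 and 0.8 after that result was seen, which gave 117 pairs and a median of 1.74 times. For each gene named in the passages, the share of its exon length inside exons on the other strand is given where it is above 5%.

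The main test was edgeR v4.0.16 (R v4.3.3) on the raw counts, with its filter on low expression (31729 genes kept), TMM library sizes, a quasi-likelihood fit of all 45 fish with the diet as the only factor, and the Benjamini-Hochberg adjustment at 0.05, with up-regulated and down-regulated genes counted apart. The contrasts were each diet against CD, the 3 inclusion levels against each other and each inclusion level against MG. The slope over the order of the inclusion levels was tested on 36 fish. The test was tried on simulated counts of 45 fish with the dispersions of these data, in which 200 genes were changed by an absolute log2 fold of 1 or 2 in the 9 fish of a diet, and 85.0% of them were recovered for LP20 and 84.5% for LP500, with 12 and 11 calls on unchanged genes. At a log2 fold of 1, 71% and 70% were recovered, and at 2, 99% each. The changed genes averaged above 1 CPM and each gene was drawn independently. The simulation thus does not cover smaller changes, genes of lower counts or genes that vary together.

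The term lists hold core genes of 24 KEGG terms, written by hand from general knowledge and matched by symbol. They are not the sets of KEGG. Over-representation among the called genes was tested with a one-sided Fisher's exact test against the tested genes, with adjustment over the 24 lists within a comparison and direction. Fold changes of all members were tested with camera, at its preset correlation of 0.01, and fry (limma v3.58.1). The marker lists hold genes of 11 cell types or layers of the intestine, written in the same way, and the 8 with at least 3 members among the tested genes were used. The value of a list in a fish is the mean over its members of log2 CPM (prior count 2) minus the mean of the gene over the 45 fish. Differences between 2 diets were tested over all 48620 exact permutations of 9 against 9 fish, with adjustment over the 80 tests of 8 lists and 10 comparisons. Correlations of fold changes between comparisons that share the CD fish are positive without any effect of diet, so each is given beside the range from 100 simulations of unchanged groups.

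These tests, the lists, and the rule for the genes to name were set before the data were examined. The rule names the genes that the paper names or measures as proteins, where a symbol matched, the 5 genes with the smallest adjusted p in each direction in LP500 that carry a symbol and lie on the same side of the CD mean in all 9 LP500 fish, every gene called in MG if 5 or fewer, and the 3 members with the smallest adjusted p of each term list of the paper. Of the 8 genes of the paper, *anxa1*, *tgfb1a* and *pparg* were matched, and il1b, cdh1, ighm, tgfb2 and tgfb3 were not analysed here. Fish of different diets carry different numbers, so no fish were paired. The labels hold 3 runs of 3 consecutive numbers per diet. Neither the labels nor the paper state that a run is a tank, so fish were the replicates of the main test.

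The alternatives set in advance were DESeq2 v1.42.0 with the defaults of SARTools, edgeR's likelihood ratio test after a filter of over 1 CPM in 9 fish, only the 18 fish compared, no filter, RLE and upper-quartile library sizes, robust dispersions, counts summed per label run, limma-voom with the label run as a random block, counts thinned to the lowest total, leaving out each label run, an absolute log2 fold change over 1, and a covariate of the smooth muscle minus the enterocyte list value. For the lists they were other tests, other calls, medians over members, means per label run and RLE. The alternatives added after the data were examined were DESeq2 on only the 18 fish compared, the fibroblast and matrix list value as a covariate, leaving out each fish, a background of genes with a symbol, and camera with estimated correlations. For the number of calls, other splits of the same fish into 2 groups were fitted with edgeR on 18 fish, 100 for each diet against CD and 40 for each other comparison, and with 36 fish 50 for the slope. For DESeq2 on 18 fish there were 40. Other calculations used Python v3.11.15 with numpy v2.4.6, pandas v2.3.3, scipy v1.17.1 and matplotlib v3.10.9, and data.table v1.17.8 in R. The paper's own calls came from SARTools v1.7.3 and its terms from ShinyGO v0.76.3, neither of which was run here. Results of the paper from cell culture, ELISA, histology and growth were not analysed here.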

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

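Of the tests in this part, those on slopes on the fibroblast and matrix list, on that list as a covariate, on correlations between lists, on a lower share of epithelium alone and on single fish were chosen after the results were seen.

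The paper does not report on markers of cell types. In these data, lists of such markers had higher values in the HK L-137 diets than in CD by the exact permutation test over 9 against 9 fish, adjusted over 80 tests. On the log2 scale, the differences for fibroblast and matrix were 1.19 in LP20, 1.61 in LP100 and 1.71 in LP500 (exact adjusted p = 0.0472, 0.0247 and 0.0247), with 8 of 9 fish above the CD mean in each diet. For enteric neuron and glia they were 0.92, 1.10 and 1.32 and for endothelium 1.18, 1.25 and 1.56, with the same adjusted p and again 8 of 9 fish. For smooth muscle they were 0.69 in LP100 and 0.78 in LP500 (exact adjusted p = 0.0268 and 0.0407, 8 of 9 fish each), and 0.59 in LP20, which failed the correction (exact adjusted p = 0.0957, 8 of 9 fish). The macrophage and neutrophil list was higher by 0.20 in LP100 (exact adjusted p = 0.0446, 8 of 9 fish), but not past the threshold in LP500 (0.11, exact adjusted p = 0.405, 6 of 9 fish) or LP20 (0.14, exact adjusted p = 0.27, 6 of 9 fish). The enterocyte list (-0.03, -0.05 and -0.16 in LP20, LP100 and LP500), the T and B cell list (-0.05, 0.20 and -0.03) and the adipocyte list (0.19, 0.28 and 0.26) were not past the threshold in any diet (exact adjusted p from 0.383 to 0.917). In MG the differences of the first 4 lists had the same sign (0.82, 0.58, 0.71 and 0.34) and none was past the threshold (exact adjusted p = 0.27, 0.35, 0.324 and 0.415). None of the 8 lists differed between the inclusion levels or from MG past the threshold. With means per label run, 3 against 3, the smallest exact p that can be had is 0.1, so that alternative could not pass the threshold and says nothing about stability.

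All members of these lists are expressed in this tissue, since they passed the filter on low counts. No member is in 2 marker lists, but 6 of 11 smooth muscle, 4 of 10 matrix, 2 of 9 neuron and glia and 4 of 6 endothelium genes are also in the term lists, so the term results and these values are not independent. The most abundant members did not all move. In CD, LP20, LP100 and LP500, *col1a1a* was at 58.3, 180, 228 and 286 CPM, *col6a2* at 18.9, 43.3, 53.5 and 60.0, *acta2* at 338, 608, 700 and 898 and *plvapb* at 4.34, 10.1, 12.9 and 11.8, but *ckba* was at 1100, 1040, 988 and 1030, *elavl3* at 35.3, 36.8, 36.3 and 39.4 and *ret* at 4.54, 4.80, 4.48 and 4.02. The enterocyte genes *cubn* (3430, 3590, 3330 and 3100) and *lrp2b* (2930, 2940, 2790 and 2630) moved little.

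A lower share of epithelium alone would raise the markers of every cell type outside the epithelium alike. Most of the 10 genes of the macrophage and neutrophil and the T and B cell lists stayed below the rise of the matrix list by more than the spread. Their log2 fold change plus 2 SE lay below the difference of the matrix list minus 2 SE for 8 of the 10 genes in LP20, 9 in LP100 and 9 in LP500. Whether the cells that express these genes lay outside the epithelium was not measured, so these values cannot decide on a lower share of epithelium alone. More muscle and stroma and less epithelium in the pieces of tissue stays open. Across genes, the slopes on the smooth muscle minus enterocyte value within the 9 MG fish, which had no HK L-137, went with the fold changes of LP20 (r = 0.552), LP100 (0.664) and LP500 (0.588), and 17, 8 and 19 of 1000 permutations of the MG fish gave an r as large. For the slopes on the matrix list value r was 0.619, 0.726 and 0.677, reached by 1, 0 and 1 of 1000. For LP20, in which edgeR called 0 genes (4086 at an unadjusted p under 0.05, 163 and 20 called by DESeq2 on all 45 fish and 648 and 159 by DESeq2 on 18 fish), the genes called by DESeq2 were not set against these slopes. Within diets, the matrix list value rose and fell with the smooth muscle (r = 0.846), neuron and glia (0.948) and endothelium (0.926) values and against the enterocyte value (-0.477) over the 45 fish, and the first principal component (22.0% of the variance, 35.4% of it between diets) followed the matrix list value within diets (absolute r = 0.978). Fold changes were also predicted from the difference in the matrix list value and slopes on that value within other diets. These slopes came from the 27 fish of the diets outside a comparison, HK L-137 diets among them, and not from MG alone. The predicted changes had, over all 31729 genes, r = 0.70 with those of LP20, 0.822 with those of LP100 and 0.791 with those of LP500, and over the called genes only 0.918 in LP100 and 0.931 in LP500. The predicted changes of the called genes were mostly smaller, with a median of predicted over observed of 0.83 in LP100 and 0.758 in LP500. A hypothesis from these values is that the pieces of tissue held different amounts of the outer layers of the intestinal wall. A change of the makeup of the wall by the diet, and a change of expression within its cells, would give the same values and were not tested, since makeup was not measured apart from expression, and a covariate that removes such differences also removes any effect of diet on the same genes. The inclusion level in the diet thus stays among the open explanations.

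Among 120 groups of 9 fish, 15 had a fish at one end whose gap to the next, over the range of the group, was above Dixon's 95% critical value, where chance gives about 1 in 20 groups (6.0). Of these, 7 were of LP100 fish A061, in values that are related to each other. It was the lowest on smooth muscle (-0.62, next 0.06), fibroblast and matrix (-1.70, next 0.48), enteric neuron and glia (-1.28, next 0.29) and endothelium (-1.40, next 0.03), and for *mab21l2* (-0.11, next 0.92, log2 CPM), *klhdc8b* (-0.11, next 1.14) and *ccdc166* (-1.42, next 0.31). LP500 fish A015 was the lowest of its diet on the matrix list (-1.80, next 0.26). Less muscle and stroma in the piece of tissue stays open for both, and no test decides it. Across genes, the deviation of A061 from the other LP100 fish went against the slopes on the matrix list value in the other fish (r = -0.683), as did that of A015 in LP500 (r = -0.667), but the 2 fish were picked for their value on this list, and r followed that value in other fish too (-0.533 in LP20 fish A055, 0.562 in LP500 fish A013), so this only restates the observation. A mislabelled sample stays open too. The values of the CD fish on this list lay between -1.74 and 0.30, which holds that of A061 (-1.70) and lies just above that of A015 (-1.80), and a single wrong label needs no partner in another diet, so the data cannot decide. Without A061, 1985 genes were up-regulated and 432 down-regulated in LP100, and without A015, 3103 and 1610 in LP500.

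CD fish A003 had a total count of 22377591, against 15554810 for the next CD fish and 11674716 for the lowest. As the cause of the LP500 calls, one deeper control library is argued against by the 2301 genes called in LP500 without it. For LP100, edgeR called 0 genes without it (5622 at an unadjusted p under 0.05, no other tool was run without it). Leaving out CD fish A074 (73 up-regulated and 4 down-regulated), CD fish A050 (81 and 3) or LP100 fish A037 (100 and 4), whose totals were 13034085, 13373585 and 13752864, also cut the number, and with A003 kept and all fish thinned to 1 depth 833 genes were still called, which argues against its depth as the whole cause for LP100 too. Why the number for LP100 rests on single fish was not tested, but it mostly went with the matrix list value of the fish left out. CD fish A003, A074 and A050 had low values (-1.387, -1.505 and -1.736). CD fish A073, without which 1920 genes were up-regulated, had the highest value of CD (0.295). In LP100, fish A037 was at 1.09, and fish A061, without which 1985 genes were up-regulated, was at -1.703. The order did not hold throughout, as 340 were up-regulated without CD fish A001 (-1.671).

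The other 6 were single values. CD fish A073 was the lowest of CD on the T and B cell list (-0.82, next -0.27), and CD fish A002 the highest for *kita* (4.55 log2 CPM, next 4.18). LP500 fish A013 was the lowest for *wdfy1* (5.03, next 5.62). MG fish A008 was the lowest on the adipocyte list (-0.92, next -0.20) and the highest for *pparg*, itself a member of that list (4.99, next 4.50), and MG fish A045 was the highest for *parvaa* (0.59, next -0.49). No biological explanation was tested for these.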

How the results depend on the processing

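DESeq2 on only the 18 fish compared, the fibroblast and matrix list as a covariate, leaving out single fish, the background of genes with a symbol and camera with estimated correlations were chosen after the results were seen, as were the counts of other splits of the fish for DESeq2, MG, the slope and the comparisons between diets other than CD.

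For LP500 the number of up-regulated genes was within 1.5 times 2365, and that of down-regulated genes within 1.5 times 1020, with DESeq2 on all 45 fish (2969 and 1244), edgeR's likelihood ratio test (2402 and 1206), no filter (2168 and 848), RLE (2370 and 1025), upper-quartile (2558 and 714) and robust dispersions (2355 and 1010), limma-voom with the label run as a random block (1617 and 1052), thinning (1814 and 713) and DESeq2 on 18 fish (2698 and 1035). Of the 3385 genes called, DESeq2 on 45 fish called 3379, limma-voom 2475 and thinning 2353. For LP100, with 1142 and 150, the same holds for RLE (1130 and 144), upper-quartile (1285 and 109) and robust dispersions (1083 and 135). For MG, 0 genes were called by edgeR in its main and other settings, by limma-voom and by DESeq2 on all 45 fish (between 811 and 4234 at an unadjusted p under 0.05), and 2 by DESeq2 on 18 fish. The slope over the inclusion levels had 2547 rising and 1051 falling genes with the log10 of the level and 1858 and 1053 with counts summed per label run, against 2287 and 1054.

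The other numbers moved, and the cause was not tested except where it is named. They are given as up-regulated and down-regulated genes. DESeq2 on all 45 fish gave 163 and 20 in LP20 and 1789 and 279 in LP100. The likelihood ratio test gave 112 and 17 in LP20 and 268 down-regulated genes in LP100. With no filter there were 13 up-regulated genes in LP20 and 83 down-regulated genes in LP100, with 53928 in place of 31729 genes tested. With only the 18 fish compared, edgeR gave 1749 and 505 in LP100 and 1539 and 436 in LP500. With counts summed per label run, which leaves 3 sums per diet, it gave 12 and 3 in LP100 and 570 down-regulated genes in LP500, and limma-voom with the label run gave 550 up-regulated genes in LP100. Thinning to the lowest total, which lowers every count, gave 1 down-regulated gene in LP20 and 752 and 81 in LP100. A threshold on the fold change, which can only remove calls, left 34 down-regulated genes in LP100 and 97 in LP500. DESeq2 on 18 fish gave 648 and 159 in LP20, 2700 and 889 in LP100 and 2 and 0 in MG. With the smooth muscle minus enterocyte value as a covariate, edgeR gave 0 and 0 in LP20, LP100 and LP500 (2174, 2191 and 2804 genes at an unadjusted p under 0.05), and with the fibroblast and matrix value 0 and 0 in each (1431, 873 and 1272). No other tool was run with these covariates, and they are built from genes that are themselves part of the result.

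Without single label runs, edgeR gave 0 to 20 up-regulated and 0 to 2 down-regulated genes in LP20, 0 to 1416 and 0 to 139 in LP100 and 3 to 2980 and 0 to 844 in LP500, on 6 fish in the diet that lost a run. LP100 had 0 calls without run 1 or 2 of CD or of LP100, and LP500 had 3 up-regulated genes and 0 down-regulated without run 1 of CD and 1215 and 641 without run 2. Without single fish, the ranges were 0 to 498 and 0 to 26 in LP20 (highest without CD fish A073), 0 to 1985 and 0 to 432 in LP100 (lowest without CD fish A003, where 5622 genes had an unadjusted p under 0.05, highest without LP100 fish A061) and 1312 to 3103 and 193 to 1610 in LP500 (lowest without LP500 fish A013, highest without A015). For MG both gave 0 calls throughout.

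Between LP100 and LP20, LP500 and LP100, LP500 and LP20, LP100 and MG, and LP500 and MG, edgeR called 0 genes each, with 2050, 3626, 4296, 2032 and 3939 at an unadjusted p under 0.05, whereas DESeq2 on all 45 fish called 25, 62, 207, 1 and 33, and the sums per label run gave 1, 1, 0, 1 and 0. LP20 and MG differed in 0 genes by these 3 (1315 at an unadjusted p under 0.05 in edgeR).

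Of the 24 term lists, the numbers over-represented were 0 up-regulated and 0 down-regulated in LP20, 3 and 0 in LP100 and 6 and 1 in LP500. They became 3 and 1 in LP20 and 0 down-regulated in LP500 with the calls of DESeq2 on 18 fish, 2 down-regulated in LP500 with those of DESeq2 on 45 fish, and 0 up-regulated in LP100 and 0 down-regulated in LP500 with those of the sums per label run. With genes with a symbol as the background, 1 list, calcium signaling (3 of 59 members), was down-regulated in LP100. Camera gave 3 up-regulated in LP20, 1 down-regulated in LP100, 3 up-regulated in LP500 and 3 and 1 in MG, and fry 2 up-regulated in LP20, 5 in LP100 and 4 down-regulated in LP500. With estimated correlations camera gave 0 lists in each diet. Of the marker lists past the threshold (3 in LP20, 5 in LP100 and 4 in LP500), 1 was left in LP20 and 4 in LP100 with the median over members (without macrophage and neutrophil in LP100), and 0 in each diet with means per label run, where 3 against 3 cannot pass the threshold. With the median over members the adipocyte list reversed in LP20 (to -0.094) and MG (to -0.032) and the T and B cell list in LP500 (to 0.020) and MG (to 0.023). These have 3 members each and were not past the threshold. With the matrix value as a covariate, *anxa1* reversed in LP20 (to -0.017) and LP100 (to -0.195), *tgfb1a* in LP20 (to -0.122), LP100 (to -0.031) and LP500 (to -0.061) and *pparg* in LP20 (to 0.024). For each of these the cause was not tested.

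Over the alternatives tabulated for the named genes, which cover every diet for the genes named in the paper and only the diet in which they were picked for the others, 518 values kept their direction and their side of the threshold, 66 kept their direction and lost the threshold, 22 kept it and passed the threshold, and 6 reversed, as given above. The matrix value as a covariate gave only 6 of the 518, but 12 of the 66 and all 6 that reversed. Those 6 of the 518 were not past the threshold without the covariate either. With it, no named gene was past the threshold in edgeR, so the 518 say little about tissue makeup. In diets outside that count, 4 more values reversed with the matrix value as a covariate, those of *znf646* (-0.093 to 0.018) and *bnip3l* (-0.09 to 0.015) in LP100 and of *wdfy1* in LP20 (-0.075 to 0.06) and LP100 (-0.17 to 0.014). No paired analysis was possible because the fish of different diets carry different numbers and nothing links a fish of one diet to one of another.

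Depth limits the calls in part, since thinning to 9660750 fragments per fish called 833 genes in LP100 and 2527 in LP500, of which 759 and 2353 were among those called at full depth.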

Differences from the paper's values

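DESeq2 on only the 18 fish of a comparison and the fits without single fish were chosen after the values were seen.

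For LP20, the paper gives 647 up-regulated and 159 down-regulated genes, and edgeR's quasi-likelihood test on all 45 fish called 0 and 0 here (4086 genes at an unadjusted p under 0.05). None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers. DESeq2 on all 45 fish called 163 and 20, edgeR's likelihood ratio test 112 and 17, the fit with no filter 13 and 0, and the fit on thinned counts 0 and 1. Leaving out label runs gave up to 20 and up to 2, and the other alternatives gave 0 and 0. DESeq2 with the defaults of SARTools on only the 18 fish of CD and LP20, chosen after the values were seen, called 648 and 159. Without CD fish A073, also chosen after the values were seen, edgeR called 498 and 26, of which the 498 are within 1.5 times of the paper's number.

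For LP100, the paper gives 2692 up-regulated and 888 down-regulated genes, and edgeR called 1142 and 150. None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers, the nearest being 1789 up-regulated genes by DESeq2 on all 45 fish (279 down-regulated) and 505 down-regulated genes by edgeR on only the 18 fish compared (1749 up-regulated). DESeq2 on only the 18 fish, chosen after the values were seen, called 2700 and 889. Without CD fish A073 or without LP100 fish A061, also chosen after the values were seen, edgeR called 1920 and 1985 up-regulated genes, within 1.5 times of the paper's number, but 175 and 432 down-regulated genes.

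For MG, the paper gives 2 up-regulated genes and 0 down-regulated, and edgeR called 0 and 0 (2265 genes at an unadjusted p under 0.05). Each alternative set before the data were examined called 0 up-regulated genes, DESeq2 on all 45 fish included (3122 at an unadjusted p under 0.05). DESeq2 on only the 18 fish, chosen after the values were seen, called 2 and 0.

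The paper's numbers of genes for LP500 are 2694 and 1034, within 1.5 times of the 2365 and 1020 called here, and DESeq2 on only the 18 fish called 2698 and 1035.

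The paper's enriched terms were set against lists of core genes, which are not the sets of KEGG, and a direction of a list is not that of the whole term. Of the 5 terms that the paper gives as up-regulated in LP20, LP100 and LP500, TGF-beta signaling had a list median of -0.003 in LP20, with 14 of 31 members higher, and its list was not over-represented among the up-regulated genes of any level in any set of calls. In LP500 it was higher by fry (adjusted p = 0.0445). The list for vascular smooth muscle contraction was over-represented at no level in any set of calls, and was higher by fry in LP500 (adjusted p = 0.0221). The lists for ECM-receptor interaction and focal adhesion, not over-represented in LP20 by the edgeR calls, were so by the calls of DESeq2 on 18 fish, chosen after the values were seen, and were higher by camera, and the former also by fry. The list for regulation of actin cytoskeleton was not past the threshold in LP20 in any test, nor in LP100 on the edgeR calls (exact adjusted p = 0.449), but it was in LP100 on both sets of DESeq2 calls and by fry.

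For the terms that the paper gives as down-regulated, 22 of 50 members of the tight junction list were higher in LP20, and this list was over-represented only on the calls of DESeq2 on 18 fish, chosen after the values were seen. The lists for oocyte meiosis in LP20, inositol phosphate metabolism, endocytosis and insulin signaling in LP100 and ErbB signaling in LP500 were past the threshold in no test, although only 16 of 53, 16 of 41, 30 of 90 and 30 of 70 members of the first 4 were higher than in CD. Oxidative phosphorylation in LP100 was lower by camera alone, and endocytosis in LP500 on the calls of DESeq2 on 45 fish and by fry. The paper gives TGF-beta signaling in LP500 among the down-regulated terms too, where the list median was 0.08 and 0 members were called down-regulated by edgeR.

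Of the other terms given as up-regulated, the lists for phagosome and gap junction in LP100 and LP500, MAPK signaling in LP100, and tight junction, PPAR signaling and calcium signaling in LP500 were past the threshold in no test of that direction. In LP500 the median over members was -0.11 for PPAR signaling (11 of 32 higher), -0.03 for gap junction (9 of 20) and -0.005 for tight junction (24 of 50), and *pparg* was down-regulated (log2 fold change -0.36, edgeR adjusted p = 0.0221).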

Other observations

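Of the tests in this part, those on other splits of the fish for MG, for the slope, for the comparisons between diets other than CD and for DESeq2, and those on gene length alone, on *anxa1* and on genes that overlap on opposite strands, were chosen after the results were seen.

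Other splits of the same 18 fish into 9 and 9 show how far chance can give the numbers of called genes. With edgeR on the 18 fish, and by splits of single fish, which ignore the label runs, chance can be excluded for LP100, where 1 of 100 splits, the real one, had as many calls as its 2254 (at most 1 in the others), and for LP500 (1 of 100, 1975 calls, at most 1668 in the others). For LP20 and MG the real split had 0 calls, so 100 of 100 splits each had as many whatever the data, and this count decides nothing. By genes at an unadjusted p under 0.05 (3632 and 1909), 2 and 25 of the 100 splits had as many, the real one included, so that by the same splits chance can be excluded for that number in LP20 and not in MG. For the 6 comparisons among LP20, LP100, LP500 and MG, with 0 calls in edgeR, the 40 of 40 splits each decide nothing either, and 2, 1, 4, 24, 10 and 5 of the 40 splits had as many genes at an unadjusted p under 0.05 as the real one, itself included (2239, 3217, 3325, 1162, 1944 and 2832 genes at an unadjusted p under 0.05 for LP100 against LP20, LP500 against LP100, LP500 against LP20, and LP20, LP100 and LP500 against MG; DESeq2 on all 45 fish called 25, 62, 207, 0, 1 and 33). For the slope over the inclusion levels, 1 of 50 assignments, the real one, had as many as its 3341 calls (at most 20 in the others). With DESeq2 on 18 fish the real split was the 1 of 40 with as many calls for LP20 (807, at most 565 in the others), LP100 (3589, at most 112) and LP500 (3733, at most 1767), and 31, 30 and 26 of the other splits, the real one left out, had at least 1 call. When whole label runs were exchanged, the real split was the 1 of 10 with as many calls for LP100 and for LP500, and for LP20, with 0 calls, 2 of 10 had as many genes at an unadjusted p under 0.05 as its 3632. With 10 splits the share cannot be under 0.05, so with label runs as the unit chance cannot be excluded for any of them.

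The genes called in LP100 and LP500 against CD had several technical explanations to weigh. A shared environment of the fish of one label run is argued against as the whole cause in LP500 by the 2154 genes called with counts summed per label run, 1864 of them among the 3385, although leaving out run 1 of CD left 3 calls. It stays open for LP100, where the sums gave 15 calls and leaving out run 1 or run 2 of CD gave 0 (5043 and 5499 at an unadjusted p under 0.05). Leaving out run 1 or run 2 of LP100 also gave 0 by edgeR (4717 and 4350 at an unadjusted p under 0.05). Other fits for LP100 kept calls, 704 by limma-voom with the label run as a random block. Without run 3 of CD there were 1486, and without run 3 of LP100 1407. The mean Spearman rho within and between runs was 0.9689 and 0.9675 in CD, 0.9581 and 0.9577 in LP20, 0.9645 and 0.9663 in LP100, 0.9528 and 0.957 in LP500 and 0.9599 and 0.9565 in MG, with a limma consensus correlation of -0.0059, and no spread was computed for these differences, so they decide nothing. A difference in depth between diets is argued against by the 833 and 2527 genes called after thinning to 1 depth. A trend with gene length as the whole cause is argued against by the Spearman rho of fold change with exon length over all tested genes, 0.058 in LP100 and -0.02 in LP500, although 67.1% and 59.2% of the up-regulated genes were longer than the median tested gene. RNA integrity was not tested by itself and stays open, and the slope on gene length per fish went with the matrix list value (absolute r = 0.352). A few genes taking most of the counts is argued against by the size of the shift they could give, 0.005 and 0.018 on the log2 scale, although the share of the top 10 genes was lower in LP500 (10.2 ± 1.18%, SD, n = 9) than in CD (11.4 ± 0.71%, SD, n = 9, exact p = 0.0254). More muscle and stroma in the pieces of tissue stays open, as given above.

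Unusual control fish also stay open as an explanation for both. Against MG, which had no HK L-137 either, edgeR called 0 genes in LP100 and 0 in LP500 (2032 and 3939 at an unadjusted p under 0.05), and DESeq2 on all 45 fish called 1 and 33. Of the 3385 genes called in LP500 against CD, 3376 moved in the same direction against MG, but these comparisons share the LP500 fish. In MG itself, 3315 of the 3385 moved against CD in the direction of LP500, with a median of 0.49 on the log2 scale in that direction, against 0.62 in LP20, 0.83 in LP100 and 1.06 in LP500, where the comparisons share the CD fish. CD fish that lie low by their tissue or by their label runs may give such values, and so may β-glucan and HK L-137 acting alike, which was not tested.

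Across all tested genes, the fold changes of LP20, LP100, LP500 and MG against the same CD fish were correlated with r between 0.762 and 0.84, where simulated unchanged groups against shared controls had a median r of 0.527 and lay between 0.19 and 0.789 (central range over 100 simulations). Only LP100 with LP500 (0.84) lay above that range. With separate controls, r was 0.453 for LP500 against CD with LP100 against MG and 0.516 for LP100 against CD with LP500 against MG, above the simulated ranges (-0.376 to 0.442 and -0.423 to 0.363), and 0.221 for LP500 against CD with LP20 against MG, within its range (-0.412 to 0.383). The simulated r used differences of mean log2 CPM, whereas the observed r used the fold changes of edgeR. Gaps as small as those of 0.453 to 0.442 and of 0.773 (LP20 with LP500) to 0.789 thus decide nothing.

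The paper reports that the protein Anxa1 was lower in the distal intestine of fish fed LP500. The mRNA of *anxa1* (ENSSSAG00000071582, minus strand of chromosome 20, 15977484 to 15985078) was higher in LP500 than in CD, with 54.5 ± 18.5 CPM against 36.0 ± 6.30 (SD, n = 9 each), a log2 fold change of 0.60 (SE 0.16, edgeR adjusted p = 0.0141) and 7 of 9 LP500 fish above every CD fish. Over the alternatives the adjusted p lay between 0.00651 (DESeq2 on all 45 fish) and 0.999 (matrix list value as a covariate), with 0.0289 by limma-voom with the label run as a random block and 0.0637 with counts summed per label run. More muscle and stroma in the pieces of tissue is a candidate explanation, as with the matrix list value as a covariate the log2 fold change was 0.081 (SE 0.13). An effect of the diet on the same genes would give this too. Protein and mRNA were measured by different methods, and whether in the same pieces of tissue is not known here.

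Counts of genes that overlap on opposite strands may come in part from reads that carry no strand. Although the authors counted with the setting for reverse-stranded libraries, the inner gene of 117 such pairs had a median of 1.74 times the counts per base of the outer gene, and the median correlation between inner and outer gene over the 45 fish was 0.949, against 0.513 for 115 control pairs that do not overlap. With stricter limits on the pairs, which were tried first, 8 pairs gave 3.11 times. Of the 31729 tested genes, 1946 had at least 0.5 of their exon length inside exons on the other strand, among them 199 of the 3385 genes called in LP500 and 63 of the 1292 called in LP100, so most calls do not rest on such genes. No biological explanation was tested for this.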
